# Comparative transcriptome analysis of mammary epithelial cells at different stages of lactation reveals wide differences in gene expression and pathways regulating milk synthesis between Jersey and Kashmiri cattle

**DOI:** 10.1371/journal.pone.0211773

**Published:** 2019-02-05

**Authors:** Shakil Ahmad Bhat, Syed Mudasir Ahmad, Eveline M. Ibeagha-Awemu, Basharat A. Bhat, Mashooq Ahmad Dar, Peerzada Tajamul Mumtaz, Riaz A. Shah, Nazir A. Ganai

## Abstract

Jersey and Kashmiri cattle are important dairy breeds that contribute significantly to the total milk production of the Indian northern state of Jammu and Kashmir. The Kashmiri cattle germplasm has been extensively diluted through crossbreeding with Jersey cattle with the goal of enhancing its milk production ability. However, crossbred animals are prone to diseases resulting to unsustainable milk production. This study aimed to provide a comprehensive transcriptome profile of mammary gland epithelial cells at different stages of lactation and to find key differences in genes and pathways regulating milk traits between Jersey and Kashmiri cattle. Mammary epithelial cells (MEC) isolated from milk obtained from six lactating cows (three Jersey and three Kashmiri cattle) on day 15 (D15), D90 and D250 in milk, representing early, mid and late lactation, respectively were used. RNA isolated from MEC was subjected to next-generation RNA sequencing and bioinformatics processing. Casein and whey protein genes were found to be highly expressed throughout the lactation stages in both breeds. Largest differences in differentially expressed genes (DEG) were between D15 vs D90 (1,805 genes) in Kashmiri cattle and, D15 vs D250 (3,392 genes) in Jersey cattle. A total of 1,103, 1,356 and 1,397 genes were differentially expressed between Kashmiri and Jersey cattle on D15, D90 and D250, respectively. Antioxidant genes like RPLPO and RPS28 were highly expressed in Kashmiri cattle. Differentially expressed genes in both Kashmiri and Jersey were enriched for multicellular organismal process, receptor activity, catalytic activity, signal transducer activity, macromolecular complex and developmental process gene ontology terms. Whereas, biological regulation, endopeptidase activity and response to stimulus were enriched in Kashmiri cattle and, reproduction and immune system process were enriched in Jersey cattle. Most of the pathways responsible for regulation of milk production like JAK-STAT, p38 MAPK pathway, PI3 kinase pathway were enriched by DEG in Jersey cattle only. Although Kashmiri has poor milk production efficiency, the present study suggests possible physicochemical and antioxidant properties of Kashmiri cattle milk that needs to be further explored.

## Introduction

Mammary gland development and the physiological control of its dynamics are a vital part of the mammalian reproduction strategy [1–2]. Milk evolved as an essential source of nutrients and immune factors including immune-modulatory, anti-inflammatory and anti-microbial agents that offer protection against infections [3–4]. Milk yield and quality are important economic traits. An increase in the efficiency of milk synthesis both in terms of quality and quantity is a highly desirable goal for the dairy industry [5]. The mammary gland displays a high level of developmental plasticity with the ability to undergo repeated cycles of growth and regression [6]. Lactation is a dynamic physiological process characterized by an initial rapid increase in milk yield during early lactation, which peaks around 6 weeks into lactation, followed by a gradual decrease until the end of lactation [7]. The knowledge of gene expression involved in lactation informs on the biological mechanisms underlying mammary morphogenesis and metabolic activities as well as enhances our understanding of milk composition [8–9]. The ability to manipulate lactation performance in less improved breeds is an area of increasing interest, and knowledge of the biological pathways and mechanisms that govern mammary gland development and lactation may help to increase the lactation performance of dairy animals. Recent developments in “omics” technologies like transcriptomics make it possible to comprehensively and systematically identify the potential factors or processes that may influence lactation [10–11]. Using high throughput RNA sequencing technique, a high number of genes were identified as differentially expressed between different stages of lactation, and the expression alterations may play crucial roles in the regulation of lactation [9–12]. Thus, a thorough and deeper understanding of the genes and biological networks that regulate bovine milk composition is required.

Cow milk contains a heterogeneous population of somatic cells consisting of lymphocytes, neutrophils, macrophages and exfoliated epithelial cells [13]. Mammary epithelial cells (MEC) are unique in that they are involved in the synthesis and secretion of milk. Although milk somatic cells have been widely used to analyse the expression of genes involved in milk synthesis in ruminants [14–16], it is known that some milk trait genes of interest (e.g. genes in apoptosis pathway) are not solely expressed in MEC, but also by other cell types like leucocytes [17]. Thus, compared with MEC, there is the possibility to study genes not specifically expressed in MEC when milk somatic cells are used to study the expression of genes involved in milk synthesis. Moreover, Sciascia et al. [18] reported that milk somatic cells are not suitable for measuring milk protein expression in lactating ruminants. Although many studies have examined the physicochemical properties of cow milk and the genes expressed in the bovine mammary gland [19–22], limited research has detailed the characterization of genes expressed in milk epithelial cells. Therefore, identification and characterisation of milk quality and yield related genes expressed at different stages of lactation in MEC may represent an important step towards understanding of the complex biology of the milk production process.

The Jersey breed is amongst top milk producers in the world and it is routinely used to upgrade the milk producing capacity of the Kashmiri local cattle of North India. Kashmiri cattle are poor-performing and not improved for milk production, and differ greatly from Jersey in dairy production characteristics. Given the importance of the Kashmiri cattle in crossbreeding programs for augmenting milk production, this study aimed to compare its MEC transcriptome, using RNA Seq, with that of Jersey breed to gain a better understanding of the genes and pathways underlying the different milk producing abilities of the two breeds. We therefore report for the first time the MEC transcriptome of Kashmiri cattle at different stages of lactation using RNA-seq. We also present a characterization of the gene expression profile and differences between the MEC transcriptomes of Kashmiri and Jersey cattle.

## Materials and methods

### Animals and sampling

Animal care and use procedures were approved by the Institutional Animal Ethics Committee of Sher-e-Kashmir University of Agricultural Sciences and Technology of Kashmir. Three healthy Kashmiri and three Jersey cows in their 3^rd^ lactation at the Share-Kashmir University of Agricultural Sciences and Technology dairy farm, Mountain Livestock Research Institute (MLRI), Kashmir, India were selected for the study. The animals were kept in free stall housing, fed with balanced ration and had *ad libitum* access to water. Fresh milk samples (1.5 L) were aseptically collected by milking equally the four quarters of the cows on day 15 (D15), D90 and D250 in milk representing early lactation, mid-lactation and late lactation stages, respectively. Under the management conditions at the MLRI dairy farm, the lactation stages for Jersey cattle are D1-D80 (early lactation), D81-D185 (mid-lactation) and D186-D300 (late lactation). The corresponding periods for Kashmiri cattle are D1-70 (early lactation), D71 to D180 (mid-lactation) and D181-D280 (late lactation). Thus D15, D90 and D250 were chosen to represent early, mid and late lactation stages, respectively in both breeds. In total, nine samples per breed were collected. The milk samples were immediately transported to the laboratory in ice cooled containers. For milk quality analysis, the different parameters like milk yield/day, fat and protein content were recorded for ±7 days relative to day of sampling (i.e. seven days before day of sampling, day of sampling and seven days after day of sampling) for each lactation stage. The fat and protein contents were determined by Milk auto-analyser (Speedy Lab, Astori, Italy).

### Isolation of milk epithelial cells and purity check

Milk epithelial cells were isolated from whole fresh milk following the protocol of Boutinaud *et al*. [13] with some modifications. Milk sample (1.5 L/cow) was aliquoted (125 ml) into each of six 250 ml centrifuge tubes, and 100 ml cold (4°C) diethylpyrocarbonate (DEPC) treated 1 x phosphate buffered saline (PBS) buffer added. The samples were defatted by centrifugation for 20 min at 2800 x g at 4°C. The fat layer and whey portion were carefully removed and the remaining fraction (1 ml) at the bottom containing the cell pellet was mixed with 800 μl cold 1 x PBS and transferred into a 2 ml tube. After adding 200 μl EDTA (0.5 M pH 8.0, 4°C), the sample was centrifuged at 14,000 x g for 1 min at 4°C. The supernatant was discarded, and pellets of the same sample were pooled and resuspended in 200 μl cold 1 x PBS and centrifuged at 5100 x g for 5 min at 4°C. The supernatant was discarded and the pellet was resuspended in 1.25 ml cold 1 x PBS containing 1% bovine serum albumin (BSA, Sigma, USA). A portion (500 μl) of the resuspended milk somatic cells (MSC) was used for RNA isolation while the other portion was further purified to obtain MEC. Specific anti-cytokeratin peptide 18 antibody (KRT18, Clone KS-B17.2, Sigma–Aldrich, USA) coated beads (Dynabeads Pan Mouse IgG, Invitrogen, USA) were used to separate MEC from other cell types according to Boutinaud *et al*.,[13]. Briefly, 25 μl of Dynabeads was transferred to a 1.5 ml tube and washed twice with 1 ml 1% BSA–PBS to remove the preservative. The Dynabeads were resuspended in 1 ml 1% BSA–PBS and transferred to a 1.5 ml tube containing 3 μl of KRT18 antibodies. The suspension was incubated for 30 min at 4°C on a Sample Mixer (Rotospin, Tarson,-India). Then, the tube was placed in the magnetic particle concentrator (Dyna Mag 5, Invitrogen, USA) for 30 sec. After another wash step and aspiration of the supernatant containing unbound antibodies, the antibody-coated Dynabeads were resuspended in 250 μl 1% BSA–PBS and transferred to the 1.25 ml cell suspension and incubated for 1 h at 4°C on the Sample Mixer. Finally, specifically bound cells were collected by magnetic incubation for 1 min. The bead bound cell pellet was washed (1 ml 1 x PBS added followed by centrifugation at 4000g for 1 min) and immediately used for RNA extraction. Possible contamination of purified MEC was checked by quantification of the expression of marker genes for various MSC types like beta casein (*CSN2*, mammary epithelial cell marker), cytokeratin 18 (*KRT18*, epithelial cell marker), lymphocyte-specific protein one (*LSP1*, leucocyte specific cell marker), haemoglobin sub-unit alpha (*HBA*, red blood cell marker) and *CD18* (macrophage cell marker) [23–24] in samples collected on D90 by real time quantitative PCR (qPCR) (S1 Table).

### RNA extraction and sequencing

Total RNA extraction from MEC and MSC was accomplished by Trizol method (Ambion, USA) according to the manufacturer’s instructions. RNA was quantified by spectrophotometer (ThermoFisher, USA) and the quality and integrity was assessed by Bioanalyzer (Agilent, USA). The RNA integrity number (RIN) of samples ranged from 6.5–9.3. Only those samples having RIN values above 8 were used for library construction. The RNA isolation process was repeated for samples with lower RIN values until a RIN value of ≥8 was achieved.

Illumina TruSeq stranded mRNA sample preparation kit was used to generate cDNA libraries according to the manufacturer’s recommendations. Total RNA (4μg/sample) was used to prepare the libraries. Poly-A containing mRNA molecules were purified using poly-T oligo-attached magnetic beads. Following purification, RNA was fragmented into small pieces of 300 bp size using divalent cations under elevated temperature. The cleaved RNA fragments was used to synthesize first strand cDNA using reverse transcriptase and random primers (Illumina, USA) followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. After adenylation of 3’ ends of DNA fragments, hybridisation was initiated by ligating Illumina paired-end adapter and index. cDNA fragments (200bp) were generated and were selectively enriched to construct the final sequencing paired end library using Illumina PCR Primer Cocktail. Libraries were pooled in equimolar amounts and paired end sequenced (126 bp) on three lanes (6/lane) on a High Throughput Model flow cell on an Illumina HiSeq 2500 platform by SciGenom, Cochin, Kerela-India.

### Sequence data processing, alignment and identification of expressed genes

Raw data (reads) in fastq format were first processed by removing adapter sequences and reads having a phred score <30 with Trimmomatic software v0.32. Clean reads were aligned to the bovine reference genome, UMD3.1 version 85 (ftp://ftp.ensembl.org/pub/release-85/gtf/bos_taurus/Bos_taurus.UMD3.1.85.gtf.gz) with Bowtie v2.0.6. Also, a data-base of splice junctions was generated by TopHat v2.1.1[25–26] (http://tophat.cbcb.umd.edu/) based on gene model annotation file 77 (ftp://ftp.ensembl.org/pub/release-77/gtf/bos_taurus).

### Differential gene expression analysis

Aligned reads were assembled with Cufflinks and differentially expressed genes (DEG) between lactation stages and breed were detected and quantified with Cuffdiff [26]. Negative binomial distribution was used to calculate gene expression which was normalized in fragments per kilobase of transcript per million mapped reads (FPKM). T-test was used to identify significantly differentially expressed genes and gene expression differences were declared significant at p-values < 0.05 after Benjamini-Hochberg correction.

### Gene ontology (GO) and KEGG analysis of differentially expressed genes

GO and pathway enrichment analysis of DEG was accomplished with Gene Ontology Consortium data base (http://www.geneontology.org) [27]. GO terms and KEGG pathways (http://www.genome.jp/kegg/) with Benjamini and Hochberg corrected p-values < 0.05 were considered significantly enriched.

### Protein-protein interaction networks of differentially expressed genes

Protein-protein interaction (PPI) networks were constructed on the basis of information from STRING v10.5 (https://string-db.org), using the Ensemble gene identifiers of DEG as input and *Bos taurus* as background which provides critical assessment and integration of protein-protein interactions, including direct (physical) and indirect (functional) associations [28]. The top 20 DEG and DEG for milk traits from lactation stage comparisons in Kashmiri and Jersey cattle were used in protein-protein interaction analysis. Credible interactions (combined_score ≥ 0.4) were further visualized using CytoScape [29].

### Quantitative real time PCR

Real time quantitative PCR was performed to verify the expression levels of eight DEG (*GPAM*, *BDH1*, *SLC2A1*, *SLC2A8*, *HK2*, *SOS2*, *FAS* and *XDH*) involved in different milk synthesis pathways. cDNA was synthesized from 0.5 μg of the same total RNA used in RNA sequencing using the Revert Aid First Strand cDNA Synthesis Kit (Thermo Scientific, USA) as per the manufacturer’s protocol. Primers were designed using Primer3 Plus software (https://primer3plus.com/cgi-bin/dev/primer3plus.cgi). qPCR was performed on a Light Cycler 480 II Real-Time PCR System (Roche, Switzerland). The reaction volume of 20 μl included 10 μL of 2X SYBR Green MasterMix reagent (Thermo Scientific, USA), 1μl of cDNA and 0.2 μL of each primer (10μM). The sequences of the primers and annealing temperatures are shown in S1 Table. All reactions were conducted in triplicates and included negative controls with no template. The expression levels of genes were normalized with *GAPDH* and *UXT*. *GAPDH and UXT* were initially tested and shown to be stable under the experimental conditions. The relative gene expression was calculated using the 2^-ΔΔCt^ method [30].

## Results

### Milk yield traits

Milk yield (kg/day), fat and protein contents were determined for ±7 days relative to day of sampling for each lactation stage. The milk yield per day varied significantly between lactation stages in both Kashmiri and Jersey cattle. The mid lactation was characterised by highest milk yield (p<0.05), whereas protein and fat contents were maximum (p<0.05) during initial stages of lactation in both breeds, except that early lactation protein content (3.21±0.58) was similar to late lactation protein content (3.11±0.39) in Kashmiri cattle (Table 1). As expected, the milk yield of Jersey cattle was higher than that of Kashmiri cattle at all lactation stages. The fat and protein contents in Jersey cattle ranged from 4.10% to 4.85% and 2.91% to 3.36%, respectively. The corresponding values for Kashmiri cattle were 3.20%-3.94% and 2.81%-3.21%, respectively.

**Table 1:** Milk yield and component traits^1^ in Kashmiri and Jersey cattle at different stages of lactation.

Lactation stage	Jersey cattle			Kashmiri cattle		
	Milk yield (kg/day)	Protein (%)	Fat (%)	Milk yield (kg/day)	Protein (%)	Fat (%)
Early lactation	8.2±0.95^a^	3.36±0.72^a^	4.85±0.93^a^	4.12±0.89^d^	3.21±0.58^d^	3.94±0.62^d^
Mid lactation	10.5±1.1^b^	2.91±0.36^b^	4.10±0.78^b^	5.20±0.99^e^	2.81±0.49^e^	3.20±0.77^e^
Late lactation	6±0.81^c^	3.21±0.78^b^	4.63±0.62^c^	3.82±0.62^f^	3.11±0.39^d^	3.46±0.99^e^

^1^Values are the means ± standard deviation of data collected ±7 days relative to day of sampling at each lactation stage (D15, D90 and D250).

^a, b, c, d, e^For each parameter and breed, column means with different superscripts differ significantly.

### Sequencing and expressed genes in mammary epithelial cells

To test the purity of isolated MEC and validate its use in transcriptional studies of milk trait genes, the expression of marker genes for specific cell types was compared between MEC and MSC. The expression levels of marker genes were normalised against *GAPDH* and *UXT* housekeeping genes. The mRNA expression levels of *KRT18* and *CSN2* were significantly higher (p<0.05) in the isolated MEC as compared to MSC (Fig 1). Furthermore, the expression of *LSP1*, *HBA* and *CD18*, chosen as markers for cell types other than MEC, were significantly higher (p<0.05) in MSC as compared to MEC (Fig 1).

**Fig 1:**
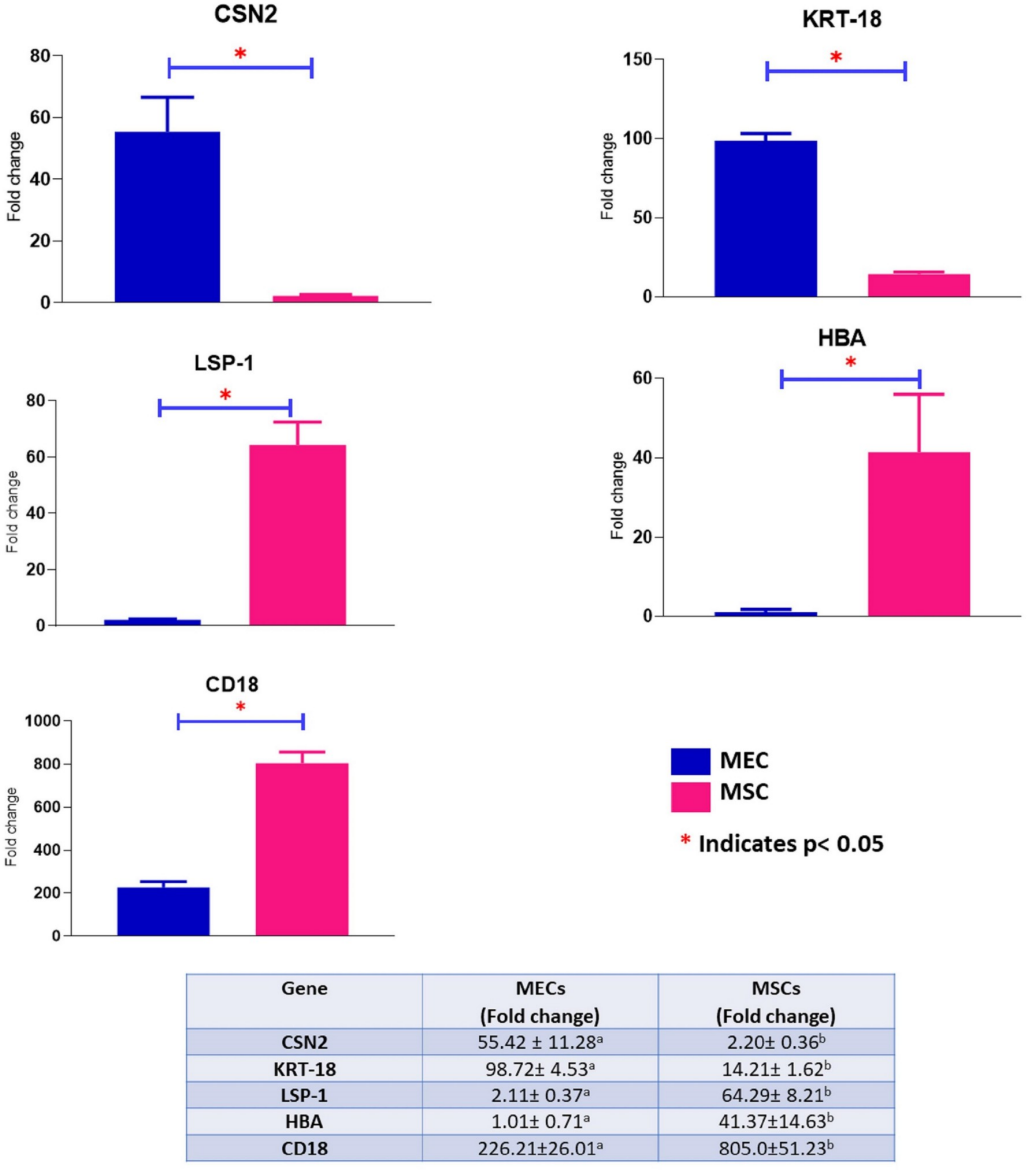
Comparison of the expression levels of different cell type marker genes in isolated mammary epithelial cells (MEC) as compared to milk somatic cells (MSC).

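RNA from mammary epithelial cells captured from milk with antibody-coated magnetic beads was sequenced in Kashmiri and Jersey cows on days 15, 90 and 250 in milk. The authors trimmed the reads with Trimmomatic, aligned them to the bovine assembly UMD3.1 with Bowtie and TopHat, and quantified genes with Cufflinks and Cuffdiff. The values analysed here are the authors' fragments per kilobase of transcript, scaled to the mapped reads (FPKM), with 1 Cuffdiff value for each of the 6 groups of breed and day. No value per library was used, so there were no replicates, and neither an error nor a test between groups could be computed. A single cow could therefore carry a group value. The sample labels gave 17 samples, with 2 for Jersey at D90 and 3 for every other group, while the paper's S2 Table lists 18 libraries. In that table, the paper's aligned reads per library ranged from 59079820 to 125418364, with a median of 79585662. The number of reads behind each FPKM is unknown, so no interval was computed. The values covered 61264 entries, of which 25121 carried a gene name. Where several entries carried the same name, the one with the highest mean FPKM over the 6 groups was used. A gene was counted as changed when its log2 ratio, with a pseudocount of 1 FPKM, was at least 2 in either direction and its FPKM was at least 1 in either group. Ratios were taken as the later day over the earlier day and as Jersey over Kashmiri. For single genes the plain ratio of the authors' group values is given, and no ratio is given where a gene was listed at 0.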

Sequencing of 18 libraries generated a total of 1.65 billion reads (range 68,43–136,83 million reads/library) (S2 Table). Out of this number, 1.47 billion reads (95.82%) passed quality control and were aligned to the bovine genome UMD3.1. A total of 1.44 billion uniquely mapped reads were further processed while reads that mapped to multiple positions, unaligned and discordant reads were discarded (S2 Table). Mapped genes with FPKM ≤0.01 were discarded and the remainder divided into a low expression group (< 10 FPKM), a moderate expression group (10 FPKM to 500 FPKM) and a high expression group (> 500 FPKM) (S3 Table). 

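The classes were counted from the authors' group values, for entries with at least 1 gene symbol. In Kashmiri cattle, 114 genes had an FPKM above 500 at D15, 99 at D90 and 81 at D250. In Jersey cattle, the numbers were 141 at D15, 172 at D90 and 235 at D250. The moderate group held between 3991 genes (Kashmiri, D90) and 4360 genes (Jersey, D250).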

For both breeds, the highest number of expressed genes with FPKM >0.01 was during late lactation (D250) in Jersey (13,835 genes) and Kashmiri cattle (14,464 genes) (S3 Table).

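With the limit of 0.01 FPKM, 13608, 13899 and 14465 genes were expressed at D15, D90 and D250 in Kashmiri cattle. In Jersey cattle, 13951, 13773 and 13856 genes passed this limit at D15, D90 and D250, so that D15 had the most. The alternative that changed the numbers most was a limit of 1 FPKM, at which 9126 genes remained above the limit in Jersey at D90. At that limit the highest number in each breed was at D250, with 9874 genes in Kashmiri and 9678 genes in Jersey cattle.

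**Figure D1:**
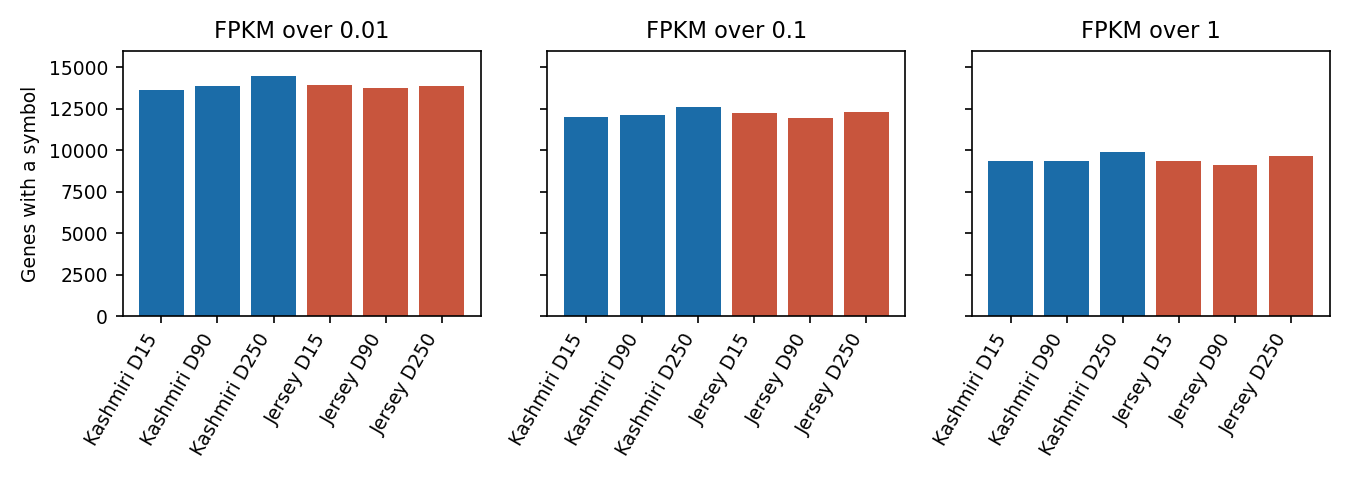
Number of genes with a symbol (y axis) above 3 limits of FPKM in each group of breed and day (x axis), from the authors' group values. At a limit of 0.1 FPKM the number at D250 was 12637 in Kashmiri and 12336 in Jersey cattle.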

### Top most expressed genes at each stage of lactation in Kashmiri and Jersey cattle

The numbers of genes with the highest FPKM values (> 500) in each breed and lactation day are shown in S3 Table. For both breeds, 13 top expressed genes at each lactation day accounted for ~70% of the total FPKM values (Table 2). 

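The names CSN1S2 and LGB were not found among the entries, and the other 11 genes of Table 2 were. These 11 genes held 8.67%, 8.50% and 6.78% of the sum of FPKM at D15, D90 and D250 in Kashmiri cattle. In Jersey cattle their share was 6.00% at D15, 5.17% at D90 and 4.61% at D250. Of the milk protein genes, CSN1S1, CSN2 and PAEP were listed at 0 FPKM in 5 of the 6 groups, CSN3 in 3 and LALBA in 2. In percentage points, the share changed most with the milk protein genes set to the paper's FPKM in Table 2, chosen after seeing the data. The share then ranged from 47.9% in Kashmiri at D15 to 66.0% in Kashmiri at D250. By factor, the milk protein genes alone changed it more at D15, to 0.799% in Kashmiri and 0.238% in Jersey. The 13 genes with the highest FPKM of each group held from 11.1% (Jersey, D90) to 17.7% (Kashmiri, D15).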

The top expressed genes at each stage of lactation were similar for both breeds, except *RPS12* and *CCL14*, which were highly expressed in Kashmiri cattle only or Jersey cattle only, respectively.

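RPS12, a ribosomal protein gene, had 11282, 11287 and 3804 FPKM at D15, D90 and D250 in Kashmiri cattle, and 5721, 3090 and 2494 FPKM in Jersey cattle. Its log2 ratio, Jersey over Kashmiri, was -0.98 at D15, -1.87 at D90 and -0.61 at D250. The FPKM of CCL14 was 103, 278 and 440 in Kashmiri cattle, and 2382, 7509 and 10502 in Jersey cattle. The gene with the highest FPKM was RPLP1 in Kashmiri at D15 (21400 FPKM) and D90 (15713 FPKM). In Jersey cattle at D90 it was B2M, and at D15 and D250 it was an Ensembl entry without a symbol.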

**Table 2:** Highly expressed genes in mammary epithelial cells with FPKM values >2000 at three different stages of lactation in Kashmiri and Jersey cattle^1^.

Genes	Kashmiri			Jersey		
	D15	D90	D250	D15	D90	D250
CSN1S1	151,546	128,456.2	194,567.1	164,564.5	156,743.9	234,598.2
CSN1S2	71,398.8	89,764.6	125,657	150,945	167,512.3	182,657.2
CSN3	161,987.2	159,574.6	192,456.5	181,457.6	150,675.1	231,241.7
CSN2	211,651.8	185,657.23	227,861.2	243,561.9	200,165	245,241.9
LGB	147,876.25	98,365.7	148,641.1	137,645.7	100,387	140,034.5
LALBA	34,224.31	37,937.7	52,945.3	41,669.1	40,597.8	45,782.2
RPLP1	21,400.1	15,712.7	7,041	9,184.13	3,006.93	3,774.83
RPS28	17,835.6	9,313.4	3,436.38	8,888.89	-	-
RPS20/snoU54	14,922.6	6,510.56	-	8,756.15	-	-
RPLPO	11,925.8	-	3,133.07	5,337.15	-	-
RPS12	-	-	-	-	3,089.68	2,494.05
B2M	-	7,468.17	2,723.17	-	10,721	14,357.5
CCL14	-	-	-	-	7,509.43	10,501.5

^1^Mammary epithelia cells were isolated from milk obtained from Kashmiri (n = 3) and Jersey (n = 3) cows at D15 (15 days in milk) (early lactation), D90 (mid-lactation) and D250 (late-lactation) and subjected to RNA-sequencing.

‘-’Indicate that the genes have FPKM values less than the threshold values (See S3 Table for FPKM values of all genes).

### Differentially expressed genes between lactation stages in Kashmiri and Jersey cattle

A total of 1,282, 455 and 665 genes were differentially expressed (FDR<0.05) between D15 vs D90, D90 vs D250, and D15 vs D250, respectively in Kashmiri cattle (Fig 2a, S4 Table). Likewise, 826, 418 and 1,765 genes were differentially expressed (FDR<0.05) between D15 vs D90, D90 vs D250, and D15 vs D250, respectively in Jersey cattle (Fig 2b, S4 Table). 

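From the ratio of the authors' group values, without a test, 847, 226 and 465 genes were counted as changed in Kashmiri cattle between D15 and D90, D90 and D250, and D15 and D250. The genes considered numbered 11297, 11414 and 11487 in these comparisons. Among the 226 genes changed between D90 and D250, 95 were in the paper's S4 Table for this comparison, which lists 455 genes. The alternative that moved these counts most was an absolute log2 ratio of 1 in place of 2, with which 2023 genes were counted between D90 and D250.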

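In Jersey cattle, 749 of 11080 genes were counted as changed between D15 and D90, 458 of 10955 between D90 and D250, and 1425 of 11320 between D15 and D250. Of the 458 genes, 220 were in the paper's S4 Table for D90 and D250. Of the 1425 genes, 931 were in the paper's S4 Table for D15 and D250.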

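The direction of the changes was counted for the same genes. In Kashmiri cattle, 264 genes were higher and 583 lower at D90 than at D15, 98 were higher and 128 lower at D250 than at D90, and 212 were higher and 253 lower at D250 than at D15. In Jersey cattle, 330 genes were higher and 419 lower at D90 than at D15. At D250, 407 genes were higher and 51 lower than at D90, and 1038 were higher and 387 lower than at D15. The split depended on the scaling, most of all in Kashmiri cattle, where the sum of FPKM fell from 1023150 at D15 to 533249 at D250. With FPKM rescaled to the sum of all genes but the 6 milk protein genes, the median log2 ratio of all genes tested between D15 and D250 in Kashmiri cattle moved from -0.04 to 0.81, and 834 genes were higher and 70 lower at D250. With the same rescaling, 447 were higher and 40 lower at D250 than at D90, while 403 were higher and 376 lower at D90 than at D15. The split between D15 and D90 in Jersey cattle reversed too, to 431 genes higher and 343 lower with this rescaling and to 370 higher and 358 lower with FPKM rescaled by the upper quartile. With a pseudocount of 0.1 FPKM, more genes were also higher than lower at D250 in Kashmiri cattle, with 393 of 630 genes from D90 and 625 of 1050 genes from D15.

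**Figure D2:**
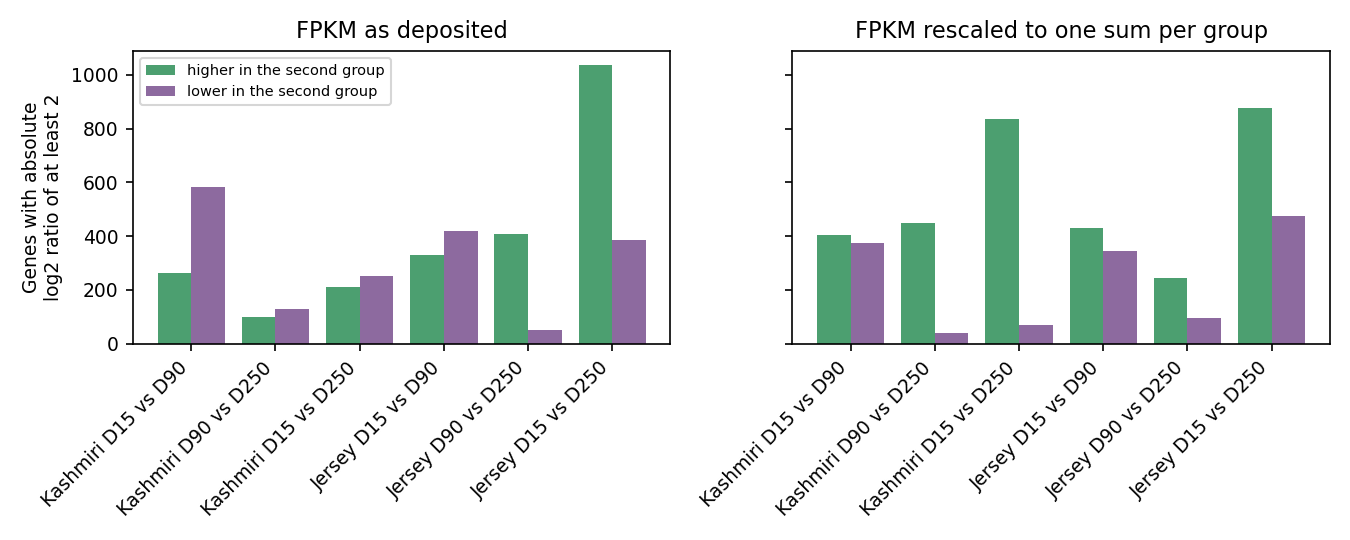
Number of genes with an absolute log2 ratio of at least 2 (y axis) in each comparison of lactation stages (x axis), split into genes higher and genes lower in the second group. The left panel shows FPKM as deposited and the right panel FPKM rescaled to the sum of all genes but the 6 milk protein genes, where more genes were higher than lower in all 6 comparisons.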

The largest number of DEG were observed between D15 vs D90 in Kashmiri (1,282 genes) and between D15 vs D250 in Jersey (1,765 genes). 

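In Kashmiri cattle, 4 genes were past the limit in all 3 comparisons of stages. In Jersey cattle, 30 genes were, of which 15 were higher at the later day in each comparison and 0 lower.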

The number of DEG that were common to all lactation stages were 8 and 15 in Kashmiri and Jersey, respectively. 

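Among the genes with at least 1 FPKM in both groups, those with the largest absolute log2 ratio were listed for each comparison. In Kashmiri cattle, SNORD50, a small nucleolar RNA gene, fell from 7047 FPKM at D15 to 3.29 FPKM at D90 and 1.66 FPKM at D250. Metazoa_SRP, a name carried by 21 entries, had a log2 ratio of -7.46 between D15 and D90. The entry that joins PLEKHF1 and bta-mir-2901 had the largest change between D90 and D250, with a log2 ratio of -4.86. In Jersey cattle, ADIRF had a log2 ratio of -5.91 between D15 and D90, and Y_RNA, a name of 17 entries, one of 5.84. Between D15 and D250, the largest change was that of ENSBTAG00000043582, which has no symbol and rose from 1.68 to 976 FPKM (log2 ratio 9.18). In the same comparison, the entry that holds cytb rose from 5.74 to 745 FPKM and the entry that holds ND6 from 3.06 to 290.0 FPKM. All of these entries were listed at 0 in Kashmiri at D90 and D250 and in Jersey at D90. Such zeros could come from a failed estimate, and then the low values at D15 may not be levels either. The largest changes in Jersey cattle between D15 and D90 and between D90 and D250 were also those of genes without a symbol, ENSBTAG00000008793 (log2 ratio -7.81) and ENSBTAG00000040070 (log2 ratio 6.62).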

The top ten DEG with highest fold changes for each breed are listed in Table 3.

**Fig 2:**
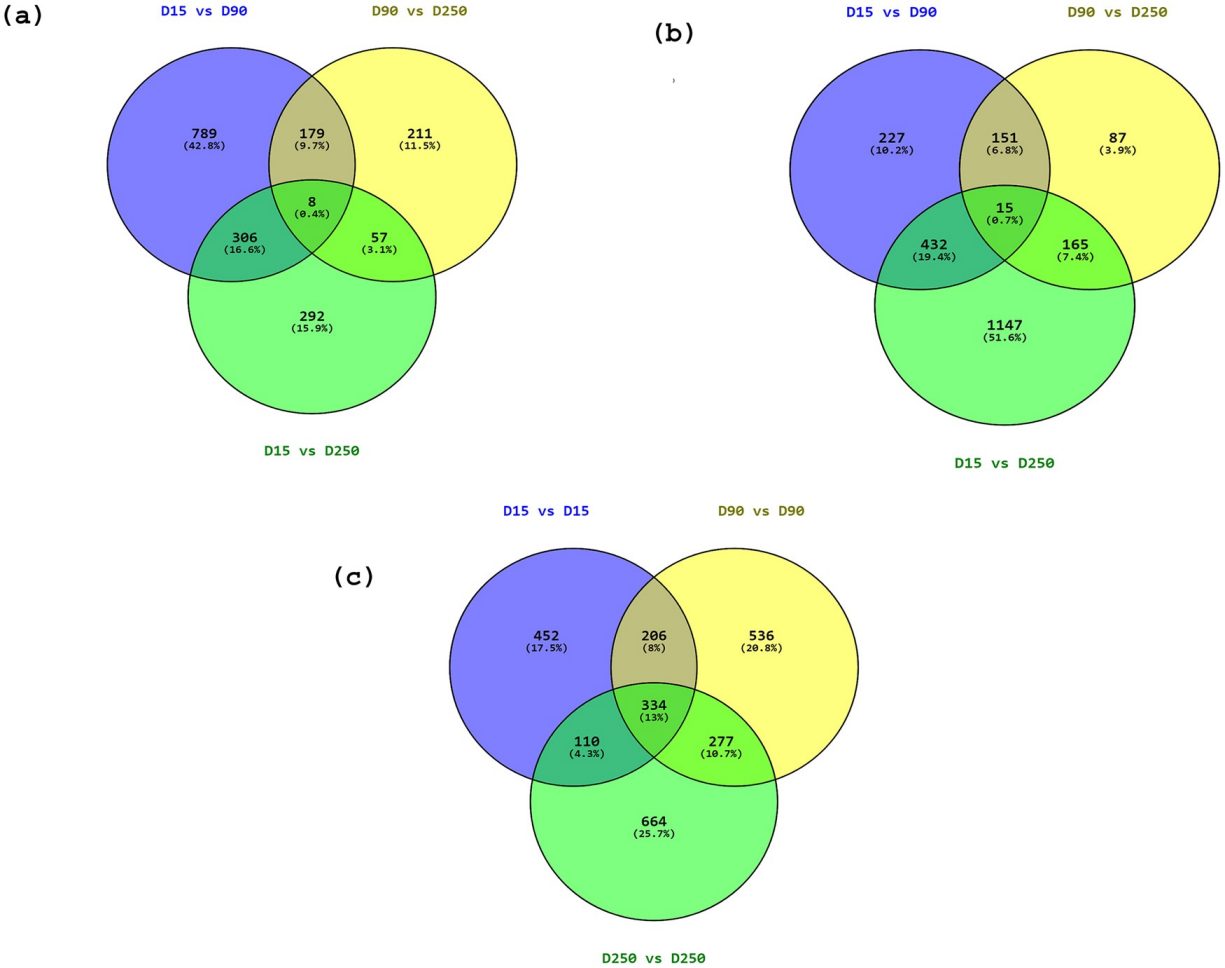
Significantly differentially expressed genes between D15 vs D90, D15 vs D250 and D90 vs D250 in mammary epithelial cells in (a) Kashmiri and (b) Jersey cattle and (c) D15, D90 and D250 between Jersey and Kashmiri cattle.

**Table 3:** Top 10 differentially expressed genes in mammary epithelial cells with highest fold changes between lactation stages in Kashmiri and Jersey cattle^1^.

Gene	D15 vs D90			D90 vs D250				D15 vs D250			
	Log2Fold change	p-value	FDR^2^	Gene	Log2Fold change	p-value	FDR	Gene	Log2Fold change	p-value	FDR
**Kashmiri cattle**											
SNORD50	-11.066	5E-05	0.001	B3GNT6	7.031	0.001	0.010	PEAR1	7.008	0.003	0.031
TMEM232	-11.216	5E-05	0.001	PEAR1	5.771	0.0003	0.006	DMP1	6.936	0.001	0.018
ATP6V0D2	6.038	0.005	0.044	TMEM232	5.117	0.003	0.032	SLC18B1	6.768	0.003	0.0288
CPM	5.144	0.0001	0.002	LMO7	5.106	5.0E-05	0.001	SNORD50	-12.055	5E-05	0.0013
SPDEF	-6.378	5E-05	0.001	ME1	4.856	0.004	0.038	TMEM232	-10.875	0.001	0.016
FHOD3	-5.217	0.001	0.019	PLEKHF1	-4.857	5.0E-05	0.001	MAP2	6.291	5.0E-05	0.001
MROH2B	-5.151	0.0002	0.004	F3	4.846	5.0E-05	0.001	B4GALT6	6.193	0.0009	0.013
INSC	-4.979	5E-05	0.001	DCN	4.787	0.001	0.020	ESR1	6.072	0.0005	0.008
HACD4	4.905	0.0004	0.006	CLDN1	4.772	5.0E-05	0.001	CLDN1	6.038	0.001	0.020
LRRC66	4.886	0.002	0.028	HSPB8	4.530	5.0E-05	0.001	CPM	5.924	5.0E-05	0.001
**Jersey cattle**											
TMSB4X	5.724	0.0002	0.004	SLC27A6	6.504	0.0003	0.005	CD69	7.777	5E-05	0.001
IL1A	5.131	5E-05	0.0014	SLC25A21	5.843	0.001	0.019	P2RY14	7.148	0.001	0.015
SPATA3	-6.557	0.004	0.036	CCDC13	5.589	0.001	0.012	ND6	6.565	0.0003	0.006
IRX1	-6.382	5E-05	0.0014	MAPK4	5.587	0.0003	0.005	KMO	6.330	0.003	0.029
SLC27A6	-6.382	0.0002	0.004	HHATL	5.512	0.002	0.021	STRA8	6.070	0.0001	0.002
SLC38A3	-6.150	0.005	0.047	SLC38A3	5.422	0.005	0.048	NFAT5	6.072	5.0E-05	0.001
SLC7A4	-6.122	5.0E-05	0.001	RUNDC3B	5.387	0.0005	0.008	TANK	5.975	5.0E-05	0.001
HPN	-5.994	5.0E-05	0.001	SCARF2	5.301	5.0E-05	0.001	CCDC146	5.928	5.0E-05	0.001
ADIRF	-5.913	0.0005	0.008	BCAS1	5.237	0.0001	0.003	CCDC83	5.772	0.0009	0.013
BDH1	-5.850	0.0002	0.004	KRT24	5.233	0.0001	0.003	BIRC2	5.744	5.0E-05	0.001

^1^Mammary epithelia cells were isolated from milk obtained from Kashmiri (n = 3) and Jersey (n = 3) cows at D15 (early lactation), D90(mid-lactation) and D250 (late-lactation) and subjected to RNA-sequencing.

^2^FDR: Benjamini and Hockberg corrected p-values

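Between the breeds, 960 genes were counted as changed at D15 (723 higher in Jersey and the others lower), 1317 at D90 (738 higher and 579 lower) and 1431 at D250 (1272 higher and 159 lower). Of the 364 genes past the limit on all 3 days, 314 were higher and 35 lower in Jersey cattle on each day. The alternative that moved these counts most was an absolute log2 ratio of 1, with which 3233 genes were counted at D15. With a pseudocount of 0.1 FPKM the direction at D90 changed, to 1045 genes higher and 1073 lower in Jersey. It also changed with genes listed at 0 left out and no pseudocount, to 1062 and 1123. The direction at D90 was kept with an absolute log2 ratio of 1 (1905 and 1784). It was kept too with FPKM rescaled by the upper quartile (673 and 669) and to the sum of all genes but the 6 milk protein genes (969 and 427). The scaling moved the median log2 ratio of all genes tested, which was -0.10 at D250 with FPKM as deposited, -0.52 with FPKM rescaled by the upper quartile and -0.74 with FPKM rescaled to the sum of all genes but the 6 milk protein genes. With the last of these, 824 genes were higher and 615 lower in Jersey at D250.

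**Figure D3:**
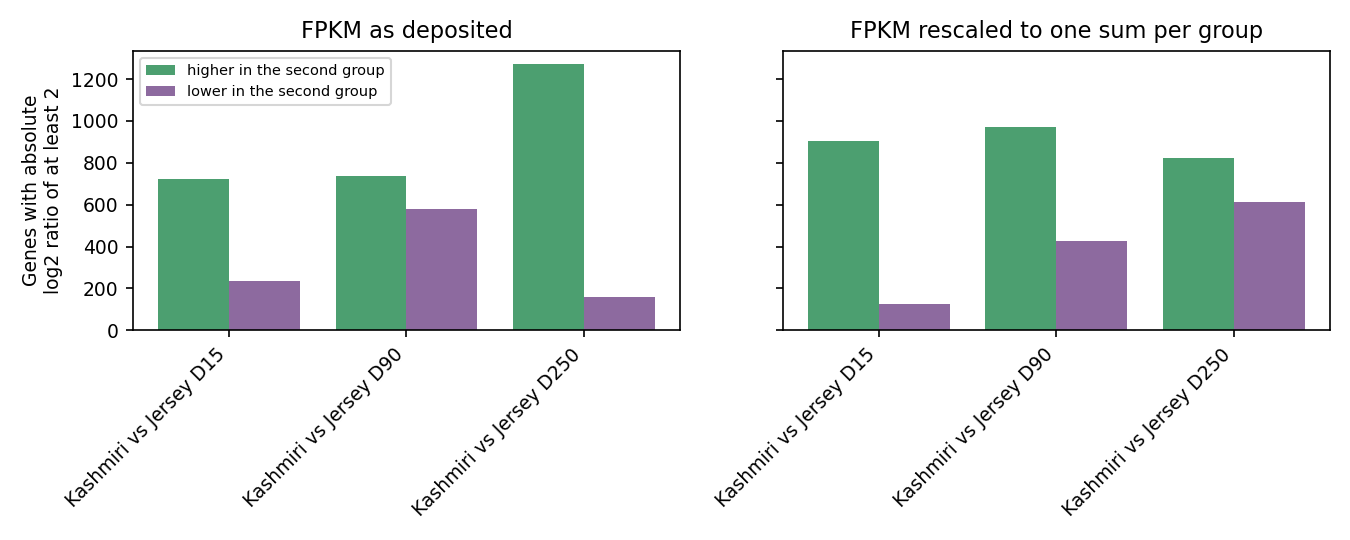
Number of genes with an absolute log2 ratio of at least 2 (y axis) between the breeds on each day (x axis), split into genes higher and genes lower in Jersey, the second group. The left panel shows FPKM as deposited and the right panel FPKM rescaled to the sum of all genes but the 6 milk protein genes.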

A comparison between Kashmiri vs Jersey cattle indicated that 1,103, 1,356 and 1,397 genes were differentially expressed between the two breeds on D15, D90 and D250, respectively (Fig 2c, S4 Table) while 334 DEG were common to all stages. 

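For genes with at least 1 FPKM in both breeds, the largest changes at D15 were in SNORD50 (log2 ratio, Jersey over Kashmiri, of -12.53) and TMEM232 (log2 ratio -9.96). At D90, the gene with a symbol that changed most was GPR84, with a log2 ratio of 7.34. At D250, PTX3 (log2 ratio 8.33), GPR84 (log2 ratio 8.15) and STEAP4 (log2 ratio 7.90) changed most. The median log2 ratio of 12 neutrophil marker genes, taken with a pseudocount of 1, was 3.59 at D90 and 4.58 at D250.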

The top 10 DEG at each lactation stage between the two breeds are shown in Table 4.

**Table 4:** Top differentially expressed genes in mammary epithelial cells with highest fold changes between Kashmiri and Jersey cattle^1^.

Stage	Genes	Log2Fold change	p-value	FDR^2^
D15	SLC18B1	9.809	0.001	0.014
	bta-mir-223	8.261	1.0E-05	0.002
	CD-207	7.411	5.0E-05	0.004
	SNORD50	-12.531	5.0E-05	0.001
	TMEM237	-9.963	5.0E-05	0.006
	TPT1	-6.971	0.003	0.037
	NOS2	6.158	0.002	0.031
	RBP4	5.906	5.0E-05	0.004
	CXCL12	-5.825	5.0E-05	0.001
	LRRC66	5.717	0.001	0.020
D90	NLRP12	8.333	0.005	0.048
	DMXL2	8.260	5.0E-05	0.001
	MGLL	7.729	5.0E-05	0.011
	STEAP4	7.394	5.0E-05	0.001
	GPR84	7.318	5.0E-05	0.001
	CXCL12	-7.173	0.005	0.048
	TMSB4X	6.952	0.0009	0.013
	MCEMP1	6.920	5.0E-05	0.001
	B3GNT6	6.798	0.001	0.019
	OCSTAMP	6.798	5.0E-05	0.001
D250	NLRP12	8.906	0.0004	0.007
	bta-mir-223	8.360	0.001	0.019
	PTX3	8.334	0.005	0.049
	GPR84	8.148	5.0E-05	0.001
	STEAP4	7.895	5.0E-05	0.001
	G0S2	7.797	5.0E-05	0.001
	BCL2A1	7.769	5.0E-05	0.001
	TIAM2	7.491	0.0005	0.008
	SNORA17	7.362	0.0002	0.004
	TG	7.346	0.001	0.021

^1^Mammary epithelia cells were isolated from milk obtained from Kashmiri (n = 3) and Jersey (n = 3) cows at D15 (15 days in milk) (early lactation), D90 (mid-lactation) and D250 (late-lactation) and subjected to RNA-sequencing.

^2^FDR: Benjamini and Hockberg corrected p-values

### Candidate genes related to milk quality and yield traits

The expression levels of about 42 genes for milk traits (fat, protein and milk yield traits) in Kashmiri and Jersey cattle are shown in Table 5. It was observed that the major candidate genes for fat synthesis like *GPAM*, *ABCG2*, *ACSS2*, *FABP3*, *THRSP*, *FASN*, *SPHK2* and *BDH1* showed higher up-regulation at D250 (D90 vs D250) in both Kashmiri and Jersey cattle. 

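In Kashmiri cattle, FASN had 829 FPKM at D15, 142 FPKM at D90 and 639 FPKM at D250. In Jersey cattle it had 188, 9.92 and 228 FPKM. FABP3 fell from 10560 FPKM at D15 to 2159 FPKM at D90 in Kashmiri cattle, and from 2454 to 164 FPKM in Jersey cattle. Between D90 and D250, all 8 genes rose in both breeds, with a median log2 ratio of 1.68 in Kashmiri and 2.68 in Jersey cattle (pseudocount 1). The smallest rise was that of SPHK2, with a log2 ratio of 0.82 in Kashmiri and 0.22 in Jersey cattle. In Jersey cattle, the ratio of SPHK2 became -0.19 with FPKM rescaled to the sum of all genes but the 6 milk protein genes, and -0.03 with the upper quartile. Between D15 and D90, all 8 genes fell, with a median of -2.22 in Kashmiri and -3.02 in Jersey cattle. Between D15 and D250, the median was -0.57 in Kashmiri and -0.10 in Jersey cattle, and the rescaling to the sum moved it most, to 0.40 in Kashmiri cattle. THRSP stayed below 1.5 FPKM in all groups. A list of 14 epithelial marker genes moved in the same direction as the fat genes, with a median of -2.404 in Kashmiri and -3.33 in Jersey cattle between D15 and D90.

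**Figure D4:**
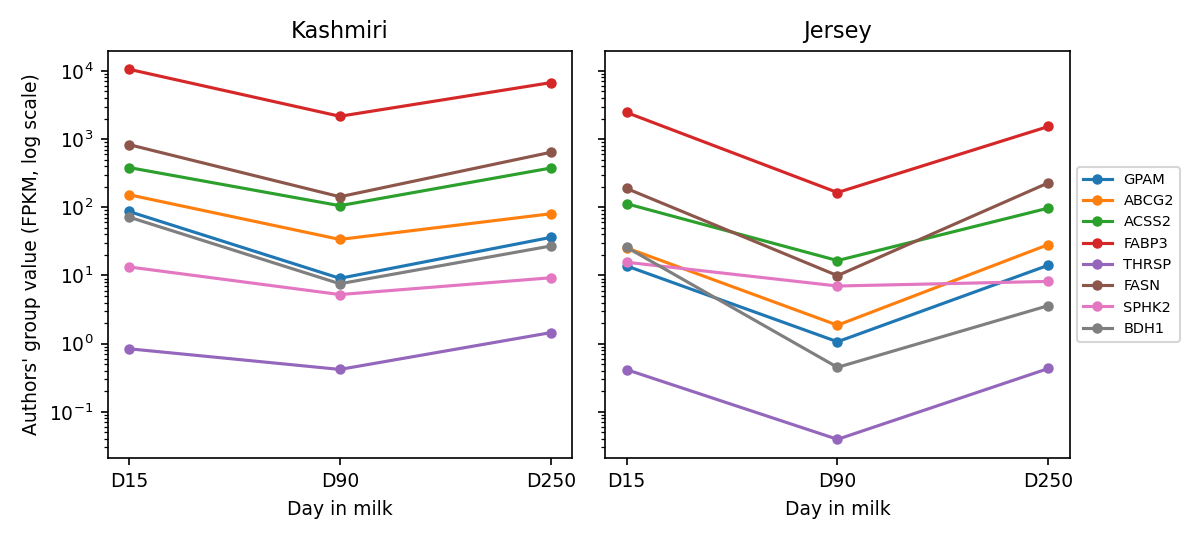
FPKM (y axis, log scale) of the 8 genes at D15, D90 and D250 (x axis) in Kashmiri and Jersey cattle. Each point is the authors' value for a group, and each line joins the values of a gene, with FASN at 9.92 FPKM in Jersey cattle at D90.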

The major milk protein genes (*CSN1S1*, *CSN1S2*, *CSN2*, *CSN3*, *LALBA* and *LGB* showed up-regulated expression at D250 (D15 vs D250 and D90 vs D250) in both breeds and genes responsible for milk yield like *SLC2A4* was highly expressed at D90 (D15 vs D90) and D250 (D15 vs D250) in Kashmiri cattle and *SLC2A1* at D250 (D15 vs D250) in Jersey cattle (Table 5).

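CSN1S1 and CSN2 were listed at 0 FPKM in every group except Jersey at D90, with 949 FPKM for CSN1S1 and 1068 FPKM for CSN2. CSN3 had 8174 FPKM in Kashmiri at D15, 1817 FPKM in Jersey at D15 and 653 FPKM in Jersey at D90, and was listed at 0 elsewhere. LALBA had 12933 FPKM at D90 and 13031 FPKM at D250 in Kashmiri cattle, 297 FPKM at D90 and 5140 FPKM at D250 in Jersey cattle, and was listed at 0 at D15. PAEP, another symbol of LGB, had 2076 FPKM in Jersey at D90 and was listed at 0 elsewhere. A value of 0 could come from a failed estimate, since 12.3% of the names above 2000 FPKM in a group were listed at 0 in another. SLC2A4 had 0.0131, 0.0414 and 0.0577 FPKM at D15, D90 and D250 in Kashmiri cattle. SLC2A1 rose from 41.0 FPKM at D15 to 111 FPKM at D250 in Jersey cattle, a log2 ratio of 1.44.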

**Table 5:** Differentially expressed milk candidate genes in mammary epithelial cells for milk quality and yield traits between different stages of lactation in Kashmiri and Jersey^1^.

Genes	Kashmiri cattle (Log2Fold change)			Jersey (Log2Fold change)		
	D15 vs D90	D90 vs D250	D15 vs D250	D15 vs D90	D90 vs D250	D15 vs D250
*LPL*	-2.724	0.842	-1.881	0.028	-0.268	-0.24
*GPAM*	-3.258	1.993	-1.264	-3.694	3.73	0.035
*VLDLR*	-1.825	1.999	0.174	0.506	0.64	1.147
*DGAT1*	0.16	-1.014	-0.853	-0.184	0.473	0.289
*ABCA1*	1.477	2.015	3.492	1.168	-0.424	0.744
*LPIN1*	-3.204	1.287	-1.917	0.05	0.906	0.957
*ABCG2*	-2.178	1.251	-0.927	-3.76	3.929	0.16
*INSIG1*	-0.036	-0.301	-0.337	0.858	0.255	1.114
*ACSS1*	-1.258	-0.238	-1.496	-2.283	0.095	-2.187
*INSIG2*	0.505	0.111	0.617	1.565	-0.344	1.22
*ACSS2*	-1.859	1.834	-0.024	-2.762	2.558	-0.211
*SCAP*	0.211	-1.124	-0.913	-0.967	-0.727	-1.694
*ACSL1*	-1.035	1.346	0.311	0.521	0.333	0.854
*SREBF1*	-1.441	-0.346	-1.788	-1.085	0.529	-0.556
*SREBF2*	0.607	-0.849	-0.241	0.242	0.224	0.466
*FABP3*	-2.29	1.638	-0.652	-3.9	3.218	-0.682
*THRSP*	-1.005	1.792	0.786	-3.396	3.451	0.055
*PPARG*	4.542	0.55	5.092	1.01	-0.738	0.272
*ACACA*	-3.482	2.24	-1.241	-3.72	2.546	-1.173
*PPARGC1A*	0.543	2.242	2.785	-2.58	3.503	0.922
*FADS1*	-0.808	0.725	-0.082	1.83	-0.525	1.305
*PPARGC1B*	1.585	0.307	1.893	-0.035	0.546	0.51
*FADS2*	0.521	0.4	0.922	2.094	-1.832	0.262
*FASN*	-2.541	2.166	-0.374	-4.247	4.523	0.275
*SPTLC1*	-0.243	0.862	0.619	1.159	0.753	1.912
*SPTLC2*	0.739	0.06	0.8	0.688	0.024	0.712
*SPHK2*	-1.347	0.817	-0.529	-1.157	0.224	-0.933
*XDH*	-2.595	2.311	-0.284	-1.451	2.262	0.811
*SGPL1*	1.392	0.512	1.905	1.32	-0.271	1.048
*UGCG*	0.862	0.809	1.671	1.293	2.355	3.649
*OSBP*	-0.142	-0.785	-0.927	-0.523	0.022	-0.501
*BDH1*	-3.248	1.839	-1.408	-5.85	3.008	-2.842
*OSBPL2*	-1.212	0.174	-1.038	-0.11	0.401	0.29
*OXCT1*	0.161	0.757	0.919	0.756	0.223	0.98
*CSN1S1*	-0.238	0.598	0.36	-0.07	0.581	0.511
*CSN1S2*	0.33	0.485	0.815	0.15	0.124	0.275
*CSN3*	-0.021	0.27	0.248	-0.268	0.617	0.349
*CSN2*	-0.189	0.295	0.106	-0.283	0.293	0.009
*LGB*	-0.588	0.5956	0.007	0.957	0.698	1.656
*LALBA*	0.148	0.48	0.629	-0.037	0.173	0.135
*HK2*	0.355	1.232	1.587	-1.157	0.224	-0.933
*SLC2A1*	-1.006	0.456	-0.549	0.995	0.44	1.435
*SLC2A4*	1.655	0.48	2.136	-1.311	-0.377	-1.688
*SLC2A8*	-0.986	0.101	-0.884	-1.506	-0.902	-2.408

^1^Mammary epithelia cells were isolated from milk obtained from Kashmiri (n = 3) and Jersey (n = 3) cows at D15 (early lactation), D90 (mid-lactation) and D250 (late-lactation) and subjected to RNA-sequencing.

### Protein-protein interaction

We examined possible interactions between top 20 differentially expressed genes (Table 3 and S4 Table) and candidate genes for milk yield and quality traits (Table 5) at each lactation stage comparisons (D15 vs D90, D90 vs D250 and D15 vs D250) in Kashmir and Jersey cattle using the STRING database [26]. Out of 60 DEG (20 top genes from each lactation stage comparison) in Kashmiri cattle, only *ME1*, *B4GALT6* and *ESR1* showed protein interactions with major milk candidate genes (Fig 3) with interaction confidence > 0.4. 

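The FPKM of ME1 in Kashmiri cattle was 0.0302 at D15, 0.0485 at D90 and 1.41 at D250. B4GALT6 rose from 0.0855 FPKM at D15 to 6.26 FPKM at D250, and ESR1 from 0.0854 to 5.74 FPKM. The log2 ratio between D15 and D250 was 5.54 for ME1, 6.19 for B4GALT6 and 6.07 for ESR1. With a pseudocount of 1 these ratios became 1.22, 2.74 and 2.64.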

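In Jersey cattle, SLC27A6 had 5.30 FPKM at D15, 0.0668 FPKM at D90 and 6.07 FPKM at D250. BDH1 fell from 25.9 FPKM at D15 to 0.448 FPKM at D90 and was at 3.61 FPKM at D250. KMO rose from 1.21 FPKM at D15 to 24.8 FPKM at D90 and 97.3 FPKM at D250, a log2 ratio of 6.33 between D15 and D250.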

Whereas in Jersey cattle, *SLC27A6*, *BDH1* and *KMO* showed multiple interactions with various milk candidate genes (Fig 4). The details of string analysis are shown in supplementary file (S5 Table).

**Fig 3:**
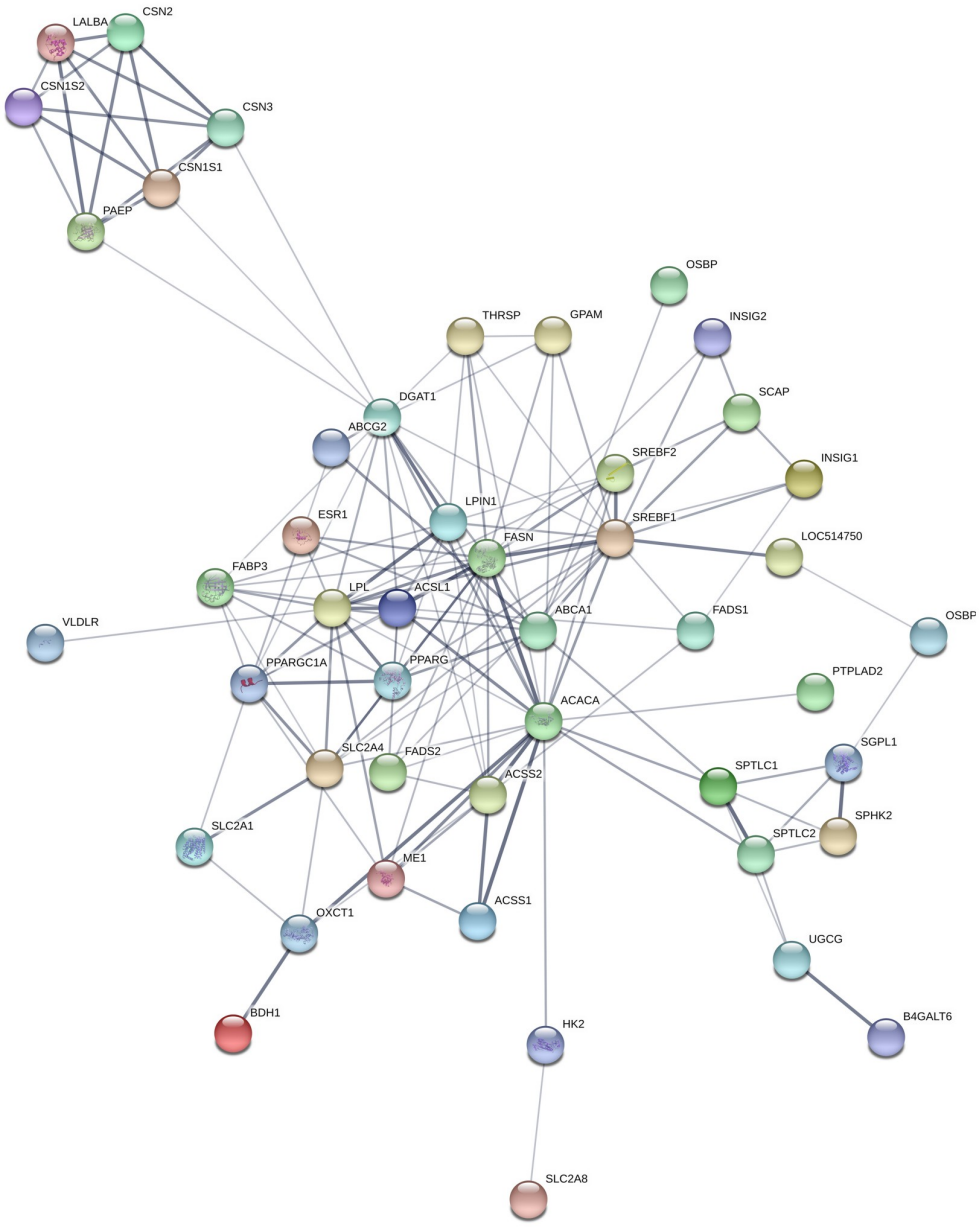
Protein-protein interactions among top 20 differentially expressed candidate genes and differentially expressed genes for milk traits from lactation stage comparisons in Kashmiri cattle. In the network view, nodes are proteins while edges represent predicted functional interactions; the low interaction nodes are hidden.

**Fig 4:**
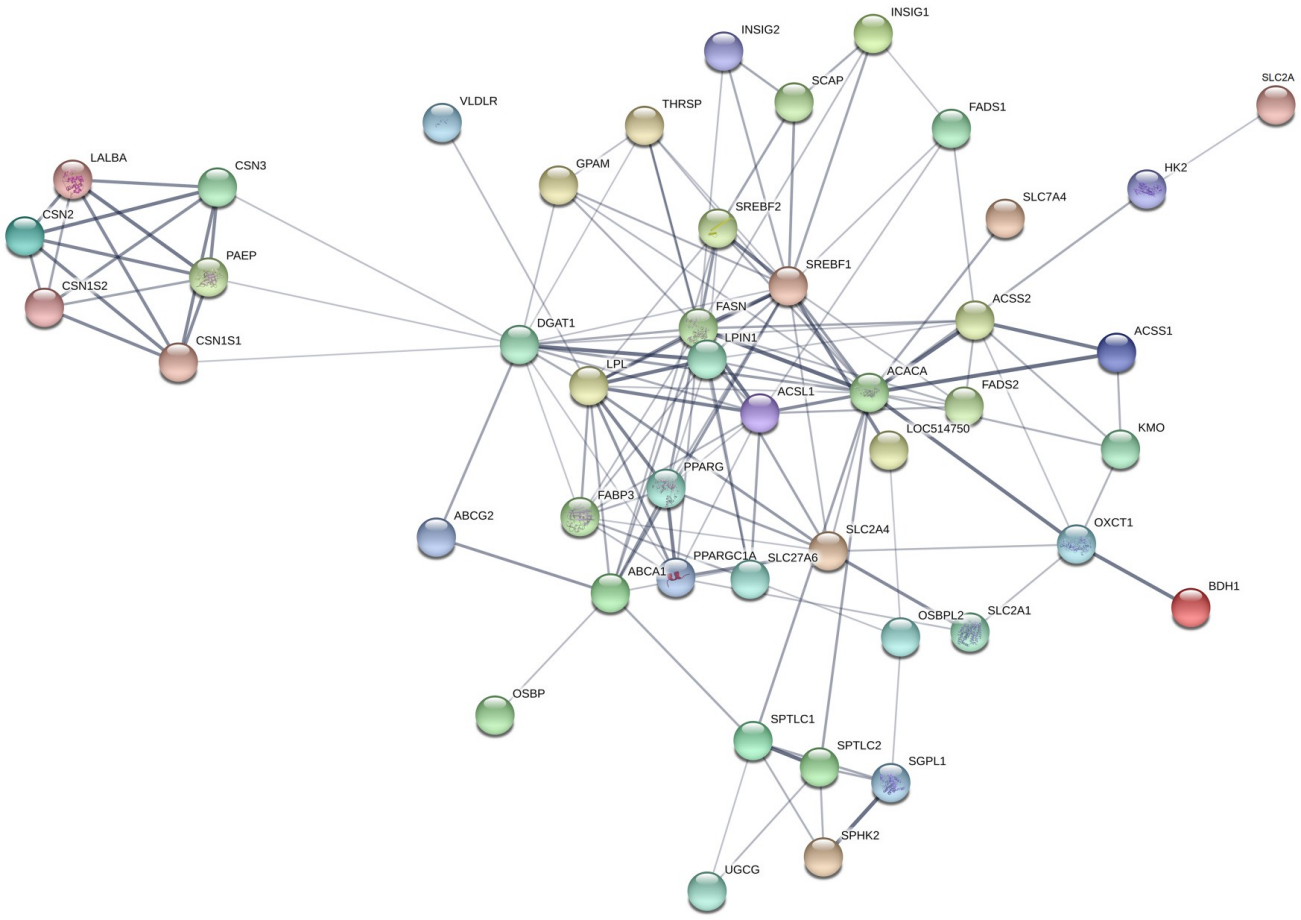
Protein-protein interactions among top 20 differentially expressed candidate genes and differentially expressed genes for milk traits from lactation stage comparisons in Jersey cattle. In the network view, nodes are proteins while edges represent predicted functional interactions; the low interaction nodes are hidden.

### Gene ontology and pathway enrichment analysis of differentially expressed genes

According to lactation stage comparisons, a total of 12 (localization, biological regulation, response to stimulus, multicellular organismal process, endopeptidase activity, binding, receptor activity, signal transducer activity, catalytic activity, transporter activity, cell junction and macromolecular complex), 5 (cellular process, developmental process, biological adhesion, cell junction and macromolecular complex) and 4 (biological regulation, response to stimulus, multicellular organismal process and extracellular region) GO terms were significantly enriched (FDR < 0.05) by DEG at D15 vs D90, D90 vs D250 and D15 vs D250, respectively in Kashmiri cattle (Table 6 and S6 Table). Similarly, 7 (reproduction, developmental process, multicellular organismal process, locomotion, receptor activity, signal transducer activity and catalytic activity), 3 (signal transducer activity, synapse and macromolecular complex) and 10 (localization, reproduction, multicellular organismal process, metabolic process, immune system process, receptor activity, signal transducer activity, catalytic activity, cell part and organelle) GO terms were significantly enriched (FDR < 0.05) by DEG at D15 vs D90, D90 vs D250 and D15 vs D250, respectively in Jersey cattle (Table 6 and S6 Table). 

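The genes of 3 of the paper's lists, 2 for cell junction and 1 for synapse, were looked up in the authors' group values, and those of other terms are not given here. The study had picked these genes as differentially expressed in the same libraries. For cell junction between D15 and D90 in Kashmiri cattle, 15 of 16 distinct genes were found, of which 2 were higher and 13 lower at D90, with a median log2 ratio of -2.59. For cell junction between D90 and D250 in Kashmiri cattle, 16 of 17 distinct genes were found, of which 15 were higher and 1 lower at D250, with a median of 2.52. For synapse between D90 and D250 in Jersey cattle, the 4 distinct genes were all higher at D250, with a median of 2.71. No gene of these lists changed direction when FPKM was rescaled to the sum of all genes but the 6 milk protein genes or by the upper quartile. The rescaling adds the same amount to every log2 ratio of a comparison, less than any ratio of these lists, so no direction could change. The median that moved most was that of cell junction between D90 and D250, to 3.22.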

Only 6 GO terms (multicellular organismal process, receptor activity, signal transducer activity, catalytic activity, macromolecular complex and multicellular organismal process) were commonly enriched by DEG in Kashmiri and Jersey cattle.

**Table 6:** Significantly enriched gene ontology (GO) terms associated with identified differentially expressed genes in mammary epithelial cells in Kashmiri and Jersey cattle^1^.

Comparison	Kashmiri						Jersey					
	GO term	GO ID	Genes	FE	P-value	FDR^2^	GO term	GO ID	Genes	FE	P-value	FDR
**D15 VS D90**	**Biological function**											
	Localization	GO:0051179	188	1.26	0.002	**0.019**	Reproduction	GO:0000003	3	0.22	0.001	**0.017**
	Biological regulation	GO:0065007	233	0.69	4.0E-07	**2.0E-05**	Developmental process	GO:0032502	102	1.33	0.005	**0.047**
	Response to stimulus	GO:0050896	157	0.69	4.0E-07	**2.0E-05**	Multicellular organismal process	GO:0032501	52	0.6	7.4E-05	**0.003**
	Multicellular organismal process	GO:0032501	91	0.67	5.2E-05	**0.001**	Locomotion	GO:0040011	27	2.09	6.4E-04	**0.013**
	Endopeptidase activity	GO:0010950	3	1.24	0.000	**0.050**	Metabolic process	GO:0008152	307	1.14	0.012	0.141
	**Molecular function**											
	Binding	GO:0005488	303	0.83	3.2E-04	**0.006**	Receptor activity	GO:0004872	39	0.54	1.7E-05	**0.001**
	Receptor activity	GO:0004872	62	0.54	1.0E-07	**9.6E-06**	Signal transducer activity	GO:0004871	37	0.6	8.7E-04	**0.021**
	Signal transducer activity	GO:0004871	51	0.52	3.7E-07	**2.4E-05**	Catalytic activity	GO:0003824	258	1.21	9.3E-04	**0.020**
	Catalytic activity	GO:0003824	408	1.22	2.8E-05	**8.9E-04**	Antioxidant activity	GO:0016209	5	3.23	0.026	0.261
	Transporter activity	GO:0005215	100	1.36	0.004	**0.050**	-	-	-	-		-
	**Cellular component**											
	Synapse	GO:0045202	9	2.05	0.051	0.134	Synapse	GO:0045202	8	2.88	0.010	0.318
	Cell junction	GO:0030054	17	2.3	0.003	**0.020**	Extracellular region	GO:0005576	41	1.43	0.034	0.267
	Macromolecular complex	GO:0032991	122	0.71	6.9E-05	**0.001**	-	-	-	-		-
**D90 VS D250**	**Biological function**											
	Cellular process	GO:0009987	278	1.22	2.6E-05	**6.2E-04**	Localization	GO:0051179	71	1.43	0.003	0.134
	Developmental process	GO:0032502	86	1.98	2.9E-09	**7.2E-07**	Multicellular organismal process	GO:0032501	29	0.64	0.011	0.228
	Rhythmic process	GO:0048511	2	7.05	0.041	0.227						
	Biological adhesion	GO:0022610	27	3.25	2.8E-07	**1.4E-05**	-	-	-	-	-	-
	Locomotion	GO:0040011	15	2.06	0.013	0.103	-	-	-	-	-	-
	**Molecular function**											
	Binding	GO:0005488	153	1.17	0.034	0.269	Receptor activity	GO:0004872	22	0.58	0.005	0.129
	Receptor activity	GO:0004872	28	0.68	0.032	0.266	Signal transducer activity	GO:0004871	13	0.4	1.4E-04	**0.026**
	Structural molecule activity	GO:0005198	28	1.81	0.004	0.06	Transporter activity	GO:0005215	39	1.59	0.007	0.154
	Signal transducer activity	GO:0004871	22	0.63	0.021	0.22	-	-	-	-	-	-
	**Cellular component**											
	Synapse	GO:0045202	5	3.18	0.025	0.158	Synapse	GO:0045202	6	4.1	0.005	**0.050**
	Cell junction	GO:0030054	21	7.91	4.8E-12	**2.9E-10**	Macromolecular complex	GO:0032991	31	0.54	1.1E-04	**0.007**
	Macromolecular complex	GO:0032991	39	0.63	0.002	**0.024**	Extracellular matrix	GO:0031012	7	2.65	0.020	0.106
**D15 VS D250**	**Biological function**											
	Biological regulation	GO:0065007	118	0.74	3.0E-04	**0.009**	Cellular process	GO:0009987	951	1.07	0.013	0.066
	Response to stimulus	GO:0050896	75	0.63	5.0E-06	**2.0E-04**	Localization	GO:0051179	271	1.3	3.9E-05	**7.4E-04**
	Multicellular organismal process	GO:0032501	44	0.61	4.7E-04	**0.013**	Reproduction	GO:0000003	15	0.49	0.003	**0.023**
	Biological adhesion	GO:0022610	21	1.72	0.0197	0.178	Response to stimulus	GO:0050896	283	0.89	0.038	0.148
	positive regulation of peptidase activity	GO:0010952	3	1.20	0.000	0.081	Multicellular organismal process	GO:0032501	91	048	2.0E-15	**1.2E-13**
	-	-	-	-	-	-	Metabolic process	GO:0008152	718	1.2	7.7E-08	**2.3E-06**
	-	-	-	-	-	-	Immune system process	GO:0002376	49	1.56	0.006	**0.035**
	**Molecular function**											
	Binding	GO:0005488	160	0.83	0.008	0.141	Binding	GO:0005488	560	1.09	0.022	0.147
	Receptor activity	GO:0004872	36	0.6	7.6E-04	**0.029**	Receptor activity	GO:0004872	98	0.61	1.8E-07	**1.7E-05**
	Structural molecule activity	GO:0005198	33	1.45	0.041	0.365	Signal transducer activity	GO:0004871	70	0.51	6.5E-10	**1.2E-07**
	Transporter activity	GO:0005215	52	1.34	0.045	0.388	Catalytic activity	GO:0003824	570	1.21	1.7E-06	**1.0E-04**
	**Cellular function**											
	Extracellular matrix	GO:0031012	9	2.16	0.042	0.242	Macromolecular complex	GO:0032991	273	1.14	0.035	0.131
	Extracellular region	GO:0005576	42	1.76	7.6E-04	**0.012**	Cell part	GO:0044464	732	1.11	0.001	**0.013**
	-	-	-	-	-	-	Organelle	GO:0043226	464	1.14	0.004	**0.051**

^1^Mammary epithelia cells were isolated from milk obtained from Kashmiri (n = 3) and Jersey (n = 3) cows at D15 (15 days in milk) (early lactation), D90 (mid-lactation) and D250 (late-lactation) and subjected to RNA-sequencing.

^2^FDR: Benjamini and Hockberg corrected p-values

Pathway enrichment analysis at different stages of lactation indicated that 5 pathways (transcription regulation by bZIP transcription factor, Toll receptor signalling pathway, VEGF signalling pathway, CCKR signalling pathway and chemokine and cytokine signalling pathway) and 11 pathways (JAK/STAT signalling pathway, p38 MAPK pathway, B cell activation, Toll receptor signalling pathway, interleukin signalling pathway, apoptosis signalling pathway, inflammation mediated by chemokine and cytokine signalling, phosphatidylinositol-3-kinases (PI3) pathway, Platelet-derived growth factor (PDGF) signalling pathway, T cell activation and cholecystokinin receptor (CCKR) signalling pathway were significantly enriched (FDR < 0.05) by DEG of D15 vs D90 and D15 vs D250, respectively in Jersey cattle while only two pathways, purine metabolism (FDR = 0.095) and p38 MAPK pathway (FDR = 0.063) (D15 vs D90) tended towards significance in Kashmiri cattle (Table 7 and S7 Table).

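In Jersey cattle between D15 and D90, the 9 distinct genes of the Toll receptor signalling pathway were all higher at D90, with a median log2 ratio of 2.77. Of the genes of the VEGF signalling pathway and of the bZIP pathway, 5 were higher and 4 lower at D90. The medians were 1.8025 and 1.95, each the ratio of the gene with the smallest rise. Between D15 and D250, the 18 genes of the Toll receptor signalling pathway were all higher at D250, with a median of 2.79. All 8 genes found for the JAK/STAT pathway were higher, with a median of 2.61. For the p38 MAPK pathway, 13 genes were higher and 3 lower at D250, with a median of 2.33. The study had picked the genes of these pathways as differentially expressed in the same libraries. The number of genes in each direction was the same with FPKM rescaled to the sum of all genes but the 6 milk protein genes and by the upper quartile. Rescaling adds the same amount to every log2 ratio of a comparison. That amount was smaller than each of these ratios, so no direction could change.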

**Table 7:** Enriched KEGG pathways for differentially expressed genes in mammary epithelial cells between lactation stages in Kashmiri and Jersey cattle^1^.

Kashmiri						Jersey					
Pathway	ID	Genes	Fold enrichment	P-value	FDR^2^	Pathway	ID	Genes	Fold enrichment	P-value	FDR
**D15 VS D90**											
Purine metabolism	P02769	6	7.6	0.000	0.095	Salvage pyrimidine deoxyribonucleotides	P02774	2	14.63	0.017	0.258
2-arachidonoylglycerol biosynthesis	P05726	3	5.97	0.025	0.685	Cholesterol biosynthesis	P00014	4	5.85	0.008	0.149
Pyrimidine Metabolism	P02771	5	4.35	0.011	0.451	Plasminogen activating cascade	P00050	5	4.99	0.005	0.132
Cholesterol biosynthesis	P00014	4	3.71	0.034	0.706	Axon guidance mediated by Slit/Robo	P00008	4	3.99	0.025	0.313
p38 MAPK pathway	P05918	11	3.56	0.000	0.063	Transcription regulation by bZIP transcription factor	P00055	11	3.66	0.000	**0.0199**
Axon guidance mediated by Slit/Robo	P00008	5	3.16	0.031	0.733	p38 MAPK pathway	P05918	7	3.57	0.005	0.116
Blood coagulation	P00011	9	2.67	0.011	0.378	Toll receptor signalling pathway	P00054	10	3.48	0.001	**0.033**
Hypoxia response via HIF activation	P00030	6	2.46	0.048	0.793	VEGF signalling pathway	P00056	11	3.26	0.001	**0.037**
Apoptosis signalling pathway	P00006	3	0.31	0.037	0.670	Enkephalin release	P05913	5	3.05	0.031	0.346
-	-	-	-	-		CCKR signalling map	P06959	23	2.64	0.000	**0.003**
-	-	-	-	-		Inflammation mediated by chemokine and cytokine signalling pathway	P00031	29	2.58	0.000	**0.002**
-	-	-	-	-		Apoptosis signalling pathway	P00006	13	2.13	0.013	0.222
-	-	-	-	-		p53 pathway	P00059	9	2.12	0.044	0.427
-	-	-	-	-		EGF receptor signalling pathway	P00018	13	1.88	0.034	0.347
-	-	-	-	-		Angiogenesis	P00005	15	1.87	0.029	0.346
**D90 VS D250**											
Purine metabolism	P02769	2	7.05	0.041	0.668	Pyrimidine Metabolism	P02771	3	7.82	0.009	0.305
p38 MAPK pathway	P05918	4	3.61	0.030	0.613	Purine metabolism	P02769	2	7.59	0.036	0.651
T cell activation	P00053	9	3.23	0.002	0.229	Plasminogen activating cascade	P00050	4	7.59	0.002	0.240
EGF receptor signalling pathway	P00018	11	2.81	0.00284	0.154	Angiotensin II-stimulated signalling through G proteins and beta-arrestin	P05911	5	5.09	0.004	0.233
Cadherin signalling pathway	P00012	10	2.73	0.005	0.169	Interferon-gamma signalling pathway	P00035	3	4.64	0.032	0.661
B cell activation	P00010	5	2.69	0.044	0.660	Inflammation mediated by chemokine and cytokine signalling pathway	P00031	16	2.7	0.000	0.0827
p53 pathway	P00059	6	2.5	0.038	0.703	Cytoskeletal regulation by Rho GTPase	P00016	6	2.78	0.025	0.589
Integrin signalling pathway	P00034	11	2.41	0.008	0.223	-	-	-	-	-	
Inflammation mediated by chemokine and cytokine signalling pathway	P00031	13	2.04	0.016	0.376	-	-	-	-	-	
**D15 VS D250**											
Purine metabolism	P02769	3	7.19	0.013	0.534	JAK/STAT signalling pathway	P00038	10	4.96	0.000	**0.003**
Blood coagulation	P00011	7	3.93	0.003	0.549	ATP synthesis	P02721	4	3.97	0.033	0.226
-	-	-	-	-		p38 MAPK pathway	P05918	17	3.92	0.000	**0.000**
-	-	-	-	-		Vitamin D metabolism and pathway	P04396	6	3.72	0.012	0.116
-	-	-	-	-		B cell activation	P00010	25	3.45	0.000	**0.000**
-	-	-	-	-		Cholesterol biosynthesis	P00014	5	3.31	0.030	0.219
-	-	-	-	-		Toll receptor signalling pathway	P00054	20	3.15	0.000	**0.000**
-	-	-	-	-		Interferon-gamma signalling pathway	P00035	8	2.94	0.012	0.110
-	-	-	-	-		Interleukin signalling pathway	P00036	27	2.88	0.000	**0.000**
-	-	-	-	-		Apoptosis signalling pathway	P00006	36	2.67	0.000	**0.000**
-	-	-	-	-		Inflammation mediated by chemokine and cytokine signalling pathway	P00031	64	2.57	0.000	**0.000**
-	-	-	-	-		PI3 kinase pathway	P00048	16	2.56	0.002	**0.0257**
-	-	-	-	-		PDGF signalling pathway	P00047	38	2.48	0.000	**0.000**
-	-	-	-	-		T cell activation	P00053	26	2.39	0.000	**0.003**
-	-	-	-	-		CCKR signalling map	P06959	43	2.23	0.000	**0.000**
-	-	-	-	-		Ubiquitin proteasome pathway	P00060	14	2.2	0.014	0.128
-	-	-	-	-		Ras Pathway	P04393	16	2.12	0.009	0.106
-	-	-	-	-		Transcription regulation by bZIP transcription factor	P00055	14	2.1	0.017	0.142
-	-	-	-	-		Integrin signalling pathway	P00034	29	1.63	0.020	0.150

^1^Mammary epithelia cells were isolated from milk obtained from Kashmiri (n = 3) and Jersey (n = 3) cows at D15 (15 days in milk) (early lactation), D90 (mid-lactation) and D250 (late-lactation) and subjected to RNA-sequencing.

^2^FDR: Benjamini and Hockberg corrected p-values

### Real time quantitative PCR validation of the RNA-seq expression results

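In Kashmiri cattle, the fold of the authors' group values of GPAM was 0.104 for D90 over D15, 3.98 for D250 over D90 and 0.416 for D250 over D15. BDH1 had folds of 0.105, 3.58 and 0.377 in the same order. The folds were 0.498, 1.37 and 0.683 for SLC2A1, and 0.505, 1.07 and 0.541 for SLC2A8. HK2 had folds of 1.28, 2.35 and 3.01.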

Results of qPCR analysis of the expression of 8 DEG involved in different milk synthesis pathways (*GPAM*, *BDH1*, *SLC2A1*, *SLC2A8*, *HK-2*, *FAS*, *SOS2* and *XDH)* and data obtained by RNA-Seq are shown in Fig 5. The expression levels of genes by qPCR and RNA-Seq were highly correlated (Pearson’s correlation coefficient = 0.87) thus validating the RNA-Seq results.

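The qPCR values were not analysed here. In the authors' group values of Jersey cattle, the fold of FAS was 3.35 for D90 over D15, 2.01 for D250 over D90 and 6.74 for D250 over D15. XDH had folds of 0.366, 4.797 and 1.75 in the same order. SOS2 was carried by 2 entries, and the one with the higher mean had folds of 4.20, 1.48 and 6.20. The entry named GAPDH, a gene used to normalise the qPCR, was listed at 0 FPKM in 4 of the 6 groups, which gives no level. This entry had 0.00903 FPKM in Jersey at D15 and 0.0328 FPKM in Jersey at D90. Entries with an Ensembl identifier only were not searched for GAPDH, so the level of the gene is not known from these values. UXT, also used for normalisation, ranged from 52.3 FPKM (Jersey, D90) to 225 FPKM (Kashmiri, D90).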

**Fig 5:**
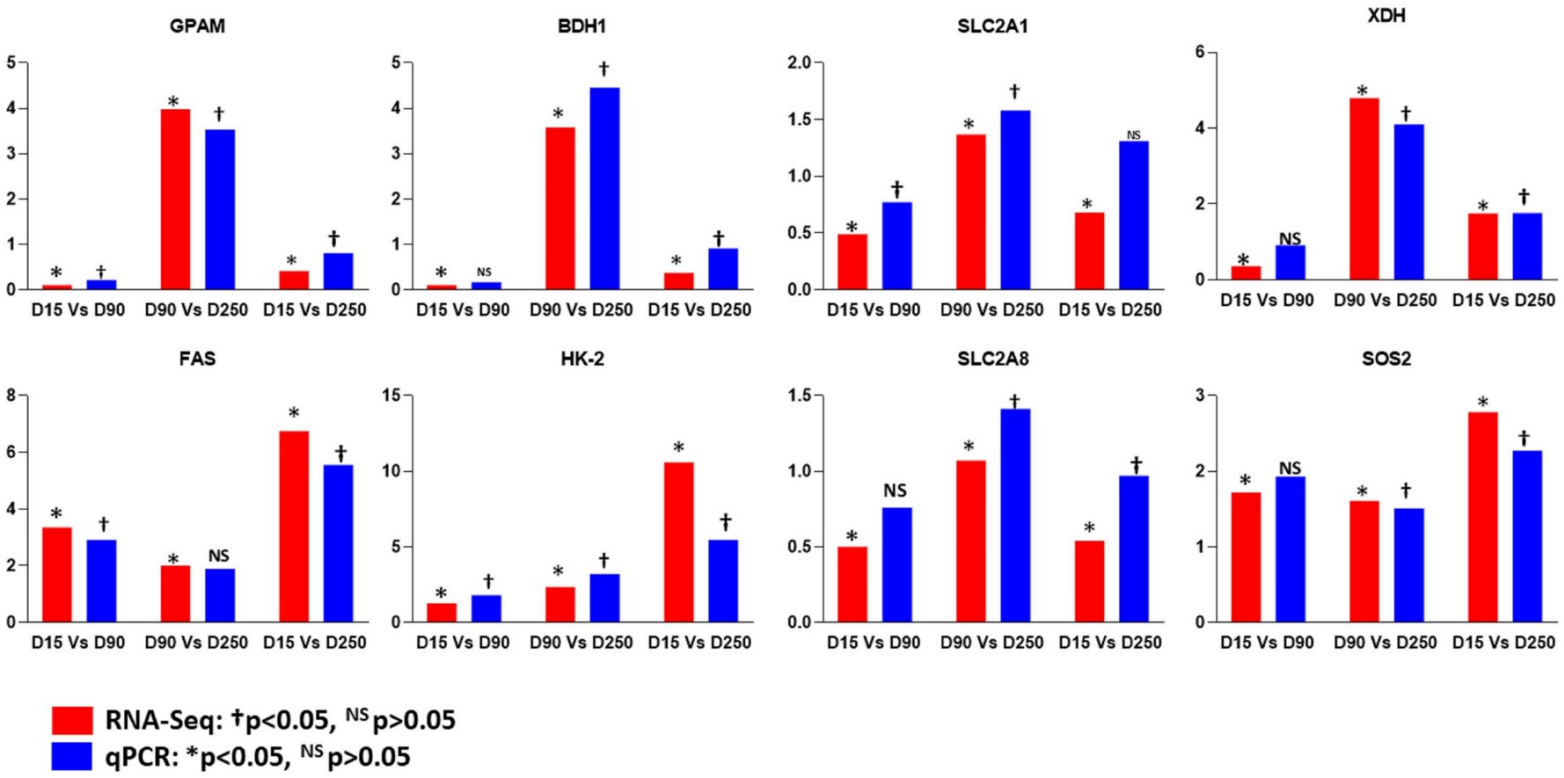
Comparison of the expression levels of eight differentially expressed genes obtained by RNA-seq and qPCR detection methods.

## Discussion

In this study, we investigated the transcriptome profile of bovine MEC at different stages of lactation in Kashmiri and Jersey cattle by the method of high throughput RNA sequencing. Purified RNA from MEC, which represents a non-invasive source of material for assessing gene expression in mammary gland [24] was used. The quality of RNA from milk isolated MEC can be sensitive to degradation (due to several long processing steps) resulting in a wide range of RIN values (4 to 9) [24,31,32]. Using RNA from MEC with RIN of 6, Canovas et al. [24] reported discrepancies in gene expression when compared with other sources of mammary RNA (mammary gland tissue, milk somatic cells, laser micro dissected mammary epithelial cells and milk fat globules) [24]. Consequently, Boutinaud *et al*. [17] advised that the quality of isolated MEC RNA should be assessed before use in gene expression analysis. In this study, the RIN values of isolated MEC RNA ranged from 7.4 to 9.1 suggesting that the RNA was of high quality with minimal degradation. Therefore, the low RIN 6 reported by Canovas *et al*. [24] could explain the relatively low levels of *CSN2*, *CSN3*, *CSN1S1* and *CSN2S2* when compared with our data, suggesting that the antibody-captured milk MEC technique used by these authors was probably not optimal. The validity of gene expression results obtained by using purified MEC has been demonstrated in cows and buffalo [31, 33–36] and supported by our data. The advantages of purified MEC as a non-invasive source of RNA for mammary gland transcriptome analysis include but not limited to possibility for repeat sampling over a period of time on the same animals without causing damage to mammary tissue and ability to specifically study milk secreting cells.

The qPCR results of *CSN2*, *KRT18*, *LSP1*, *HBA* and *CD18* suggest that the purified MEC in this study share characteristics with typical mammary gland epithelial cells and were minimally contaminated with other cell types like macrophages, leucocytes and red blood cells as we detected very low mRNA abundance of *LSP1*, *HBA* and *CD18* in isolated MEC (Fig 1). However, our results contrast findings by Cánovas et al. [24] who showed the possibility of higher contamination of purified MEC by macrophages, further supporting our suggestion that the antibody-captured milk MEC technique was not optimally applied in that study.

The RNA sequencing results were validated by real time qPCR of eight genes which showed high correlation (r = 0.87) in their expression levels with RNA sequencing data. Further validation of DEG in milk synthesis related pathways between the two breeds in a larger population is necessary. Such validation could not be performed within this study due to the limited sample size. 

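Genes with an FPKM below 10 made up 68.5%, 70.6% and 71.7% of the expressed genes at D15, D90 and D250 in Kashmiri cattle. In Jersey cattle, they made up 68.9%, 69.5% and 66.8%.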

The transcriptome results revealed that the majority of genes were lowly expressed (FPKM<10) (S3 Table). This observation is in agreement with previous reports on the mammary gland transcriptome of Canadian Holsteins and transgenic goats [10,37,38]. The read counts of highly expressed genes (Table 2) constituted about 70% of total read counts in both breeds. 

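Read counts were not analysed here. In the authors' group values, 97, 89 and 49 names were above 2000 FPKM at D15, D90 and D250 in Kashmiri cattle, and 76, 33 and 52 names in Jersey cattle.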

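Of the milk protein genes of Table 2 found by name, LALBA alone was among the 13 genes with the highest FPKM of a group. It ranked 4 at D90 and 1 at D250 in Kashmiri cattle, and 10 at D250 in Jersey cattle. The milk protein genes, with PAEP for LGB and without CSN1S2, together held between 0.238% (Jersey, D15) and 2.44% (Kashmiri, D250) of the sum of FPKM. CSN1S2 was not found by name. Entries with an Ensembl identifier only, some of them among the 13 highest, were not searched for it.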

The caseins (*CSN1S1*, *CSN1S2*, *CSN3*, *CSN2*) and whey protein genes (*LGB*, *LALB*) were amongst the top expressed genes as expected. Our observation is in agreement with Ibeagha-Awemu et al. [38].

The DEG profile between lactation stages in this study followed the dynamics of a typical lactation curve. It was found that the highest numbers of genes were expressed in early lactation in both breeds. 

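When all named entries were counted, a choice made after seeing the data, 16312, 16774 and 17775 passed the limit of 0.01 FPKM at D15, D90 and D250 in Kashmiri cattle. In Jersey cattle, 16763, 16551 and 16734 named entries passed it.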

A higher protein and fat content observed in this study during the initial stages of lactation and supported by a previous report [39] could be a possible reason for this observation. Casein and whey protein gene expression remained almost constant throughout lactation in both breeds. However, the expression was higher in Jersey cattle as compared to Kashmiri cattle. It is likely that the casein and whey protein genes have been fixed through long term genetic selection for increased milk production and consequently accounted for their increased frequencies in Jersey cattle. 

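A ratio between stages could be taken for LALBA and CSN3 in 3 comparisons. The log2 ratio of LALBA between D90 and D250 was 0.01 in Kashmiri and 4.11 in Jersey cattle. CSN3 had a log2 ratio of -1.48 between D15 and D90 in Jersey cattle. The alternative that moved them most was FPKM rescaled to the sum of all genes but the 6 milk protein genes, with 0.71 for LALBA in Kashmiri cattle.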

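The log2 ratio of LALBA, Jersey over Kashmiri, was -5.44 at D90 and -1.34 at D250. That of CSN3 at D15 was -2.17. No other ratio between the breeds could be taken for the milk protein genes, because of values listed at 0 or a name that was not found.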

Apart from the casein and whey protein genes, other genes like *RPLP1*, *RPS28*, *RPLPO* and *B2M* were also highly expressed in the two breeds. *RPLP1* gene encodes a ribosomal phosphoprotein that is a component of the 60S ribosomal subunit and plays an important role in the synthesis of proteins, protein folding and transport [40]. Deficiency of RPS28 and RPLPO proteins has been shown to cause cell death through reactive oxygen species (ROS) accumulation and MAPK1/ERK2 signalling pathway activation [41]. 

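RPS28 had 17836, 9313 and 3436 FPKM at D15, D90 and D250 in Kashmiri cattle, and 8889, 2613 and 1877 FPKM in Jersey cattle. Its log2 ratio, Jersey over Kashmiri, was -1.00 at D15, -1.83 at D90 and -0.87 at D250. The median over 42 genes named RPL or RPS was -1.08 at D15, -1.997 at D90 and -0.74 at D250. The rescaling to the sum of all genes but the 6 milk protein genes moved this median most at D250, to -1.50, where it moved the median of all genes to -0.74.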

In this study, *RPS28* was highly expressed during all three lactation stages in Kashmiri cattle while in Jersey, it was expressed only at early lactation. Similarly, *RPLPO* was highly expressed during early and late lactation in Kashmiri cattle and during early lactation in Jersey cows. 

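The FPKM of RPLP0 was 11926 at D15, 6840 at D90 and 3133 at D250 in Kashmiri cattle. In Jersey cattle it was 5337, 1486 and 1728. The log2 ratio of RPLP0, Jersey over Kashmiri, was -1.16 at D15, -2.20 at D90 and -0.86 at D250, while the median of the ribosomal protein genes was also negative on each day.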

The expression patterns of *RPS28* and *RPLPO* suggests a possible higher antioxidant activity of milk from Kashmiri cattle as compared to Jersey cattle. *B2M* gene is among highly expressed genes (higher expression in Jersey cattle) and encodes for the beta-2-microglobulin protein, an integral component of the Fc receptor heterodimer involved in transferring IgG from blood into milk across mammary epithelial cells [42]. 

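B2M had 3090, 7468 and 2723 FPKM at D15, D90 and D250 in Kashmiri cattle, and 3716, 10721 and 14358 FPKM in Jersey cattle. The log2 ratio, Jersey over Kashmiri, was 0.27 at D15, 0.52 at D90 and 2.398 at D250. With FPKM rescaled to the sum of all genes but the 6 milk protein genes, the ratio at D250 was 1.64.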

Some *B2M* haplotypes have been reported to be related to higher concentrations of IgG1 in bovine milk [43]. Increasing IgG levels in milk could become important as IgG enhanced dairy products are in demand by consumers to obtain protective immunity [44]. 

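The log2 ratio of CCL14, Jersey over Kashmiri, was 4.53 at D15, 4.75 at D90 and 4.58 at D250. It rose between D15 and D90 in both breeds, with a log2 ratio of 1.43 in Kashmiri and 1.66 in Jersey cattle.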

*CCL14*, a small cytokine belonging to the CC chemokine family was highly expressed during mid and late lactation stages in Jersey cows. *CCL14* is involved in cellular calcium homeostasis, immune response and positive regulation of cell proliferation [45].

Differential gene expression analysis indicated that more genes were differentially expressed in Jersey as compared to Kashmiri cattle. 

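By the ratio of the authors' group values, 1856 genes were past the limit in at least 1 comparison of stages in Jersey cattle and 1156 in Kashmiri cattle.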

In Kashmiri cattle, only three genes, *SNORD50*, *PEAR1* and *TMEM232*, were amongst top DEG between lactation stages. 

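The log2 ratio of SNORD50 was -11.07 between D15 and D90 and -12.05 between D15 and D250. TMEM232 fell from 1051 FPKM at D15 to 0.506 FPKM at D90 and 0.560 FPKM at D250. PEAR1 rose from 0.0240 FPKM at D15 to 3.09 FPKM at D250, a log2 ratio of 7.01, which was 2.00 with a pseudocount of 1.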

The membrane protein, *PEAR1*, shows specific expression in endothelial and platelets cells and plays significant roles in platelet activity and cardiovascular disease [46,47]. *TMEM232* has been reported to be co-expressed with *SLC25A46* and *NAA1*0. Through genome wide association studies, *TMEM232* along with *SLC25A46* have been found to dysregulate IgE concentration [48] and are associated with various allergic conditions, while *NAA10* was found to regulate mTOR pathway which regulates milk protein synthesis [49].

In Jersey, *TMSB4X*, which was highly up-regulated at D90, is involved in T-cell activation [50], pathogen clearance and anti-inflammatory effects [51]. 

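TMSB4X was carried by 2 entries, and the one with the higher mean rose from 0.123 FPKM at D15 to 6.51 FPKM at D90 and 4.78 FPKM at D250 in Jersey cattle. The log2 ratio between D15 and D90 was 5.72, and 2.74 with a pseudocount of 1.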

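SLC27A6 had a log2 ratio of -6.31 between D15 and D90 and of 6.50 between D90 and D250 in Jersey cattle. With a pseudocount of 1 these were -2.56 and 2.73. In Kashmiri cattle its log2 ratios were -4.15 and 2.12.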

*SLC27A6* was found to be highly up-regulated during early and late lactation in Jersey and is involved in fatty acid uptake by mammary epithelial cells. *SLC27A6* is the major isoform of solute carrier group of genes expressed in bovine MEC and its expression was highly up-regulated with the onset of lactation [52,53].

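At D15, the log2 ratio of TPT1, Jersey over Kashmiri, was -6.97 and that of CXCL12 was -5.83. CXCL12 had 2.92 FPKM in Kashmiri and 0.0202 FPKM in Jersey cattle at D90, a log2 ratio of -7.17, which was -1.94 with a pseudocount of 1. TMEM237 had 0.376 FPKM in Kashmiri and 0.283 FPKM in Jersey cattle at D15, a log2 ratio of -0.41.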

The expression of all the top DEG between Kashmiri and Jersey cattle (Table 4) were higher in Jersey except *SNORD50* and *TMEM237*, which were expressed at a higher rate in Kashmiri cattle during early lactation. 

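The entry bta-mir-223 had 0.315, 1.31 and 5.59 FPKM at D15, D90 and D250 in Kashmiri cattle. In Jersey cattle it had 96.6, 63.1 and 127 FPKM. Its log2 ratio, Jersey over Kashmiri, was 8.26 at D15, 5.59 at D90 and 4.50 at D250, and the neutrophil marker genes were also higher in Jersey, with a median of 3.64 at D15.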

*Bos taurus* microRNA-223 (bta-miR-223) was differentially expressed between Kashmiri and Jersey and has known roles in immunity, immune cell lineage differentiation, and granulopoiesis [53]. Bta-miR-223 has been implicated in cancer progression, HIV-1 infection, IL-17–induced inflammation [54,55], general delay in alternative NF-κB activation in innate immune cells [56] and negative regulation of proliferation and differentiation of neutrophils through down-regulation of the transcription factor, Mef2c, as well as up-regulation during bovine mammary gland infections like mastitis [57]. *SNORD50* is involved in maturation of ribosomal RNAs (rRNAs) within the nucleolus [58,59] and its overexpression inhibits colony formation of human breast and prostate cancer cell lines *in vitro*, suggesting its role as a tumor suppressor [60,61]. *PTX3* play roles in the regulation of resistance to pathogens, inflammatory reaction, clearance of self-components and female fertility [62,63,64]. 

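The FPKM of PTX3 was 1.65, 3.92 and 4.66 at D15, D90 and D250 in Kashmiri cattle, and 26.5, 244 and 1506 in Jersey cattle.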

*GPR84* is expressed mainly in immune-related tissues and plays significant roles in inflammatory processes [65]. It is also expressed in adipose tissue [66]. It enhances insulin secretion from pancreatic β-cells [67,68] and increases the release of gut peptides, glucagon-like peptide 1 from intestinal neuroendocrine L-cells [69].

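GPR84 had 0.974, 3.97 and 4.54 FPKM at D15, D90 and D250 in Kashmiri cattle, and 28.6, 644 and 1287 FPKM in Jersey cattle.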

The candidate genes for milk quality and yield traits a were expressed at higher rates in Jersey cattle as compared to Kashmiri cattle (Tables 4 and 5). This observation is supported by milk yield, and milk fat and protein contents which were higher in Jersey at all stages of lactation as compared to Kashmiri cattle. 

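Of the 38 candidate genes of Table 5 other than the milk protein genes, 35 reached 1 FPKM in a group. Their median log2 ratio, Jersey over Kashmiri, was -0.61 at D15, -0.03 at D90 and -0.31 at D250. Among 10000 random lists of genes matched on mean expression, these medians lay at percentiles 0.01, 39.3 and 6.66. At D15, 12 of the 35 genes were higher and 23 lower in Jersey cattle, at D90 16 and 19, and at D250 14 and 21. With FPKM rescaled to the sum of all genes but the 6 milk protein genes the median at D90 changed direction, to 0.31, and the median at D250 moved most, to -1.06. The 14 epithelial marker genes were also lower in Jersey cattle, with a median of -0.83 at D15. The paper states that the candidate genes were expressed more in Jersey cattle and cites as support the higher milk yield and the higher fat and protein contents of this breed.

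**Figure D5:**
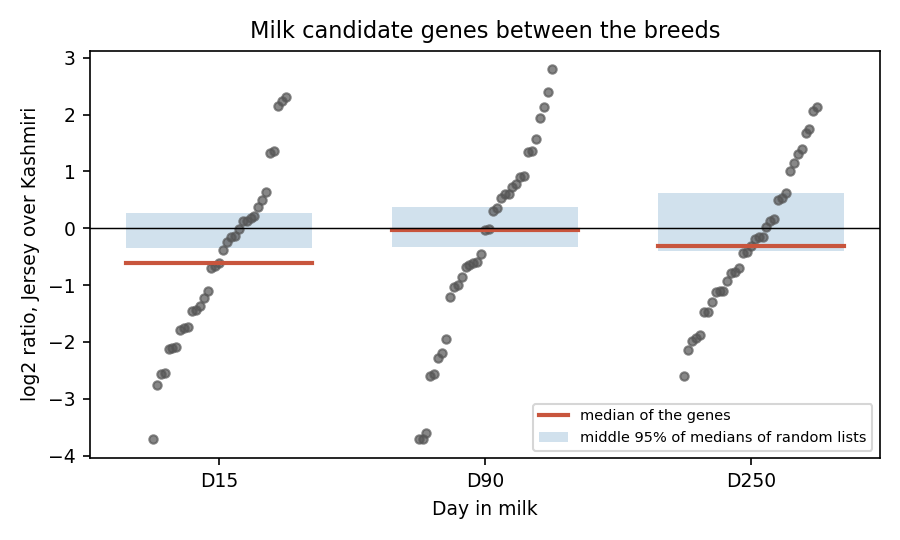
Log2 ratio of Jersey over Kashmiri (y axis) of the 35 candidate genes on each day (x axis), ordered by value, with a pseudocount of 1. The red line is the median of the genes (-0.61 at D15) and the blue band holds the middle 95% of the medians of random lists.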

Similar differential expression patterns were also reported by Lee et al., [70] in lactating yaks.

The relative expression of the major milk protein genes (*CSN1S1*, *CSN1S2*, *LALBA CSN3*, *CSN2* and *LGB*) showed highest fold changes at D250 (late-lactation) in both Kashmiri and Jersey cattle. Our findings are in agreement with Sigl et al. [33] and Colitti and Farinacci [71]. Similar to our results, Colitti and Pulina [72] recorded higher expression for *CSN1S1*, *CSN3* and *CSN2* during late lactation in dairy ewes. Amongst the glucose transporter genes (*SLC2A1*, *SLC2A4* and *SLC2A8*, and *HK2*), only *SLC2A1* was up-regulated at mid-lactation in Kashmiri cattle which could be attributed to increased demand for glucose during mid-lactation period [73]. 

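In Kashmiri cattle, SLC2A1 had 36.0 FPKM at D15, 17.9 FPKM at D90 and 24.6 FPKM at D250, with a log2 ratio of -1.01 between D15 and D90. In Jersey cattle its log2 ratio between D15 and D90 was 1.00. HK2 had 4.19, 5.36 and 12.6 FPKM in Kashmiri and 23.6, 32.6 and 44.4 FPKM in Jersey cattle.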

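SLC2A8 had 33.0, 16.7 and 17.9 FPKM at D15, D90 and D250 in Kashmiri cattle, and 47.1, 16.6 and 8.87 FPKM in Jersey cattle. Its log2 ratio between D15 and D90 was -0.99 in Kashmiri and -1.51 in Jersey cattle.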

*SLC2A8*, another major solute carrier that plays a significant role in glucose transport in mammary gland indicated higher expression during mid-lactation (D90). *SLC2A8* mRNA in mammary gland is developmentally regulated during lactation in both mouse and cows [74]. *SLC2A4* expression, unlike *SLC2A1* expression was found to be higher during late lactation and could influence the insulin action on mammary tissue during involution [75].

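SLC2A4 had 0.0849 FPKM at D15 and 0.0263 FPKM at D250 in Jersey cattle and was listed at 0 at D90. All of its values were below 0.1 FPKM.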

Data on protein-protein interaction indicated that ME1 protein had varying degrees of interactions with milk candidate genes (*ACSS1*, *ACSS2*, *PPARGC1A*, *LPL* and *FSN*) with critical roles in metabolic pathways, insulin signalling, fatty acid synthesis and metabolism. *ME1* gene encodes a cytosolic NADP-dependent enzyme that generates NADPH used by *FASN* for long chain fatty acid synthesis [76]. *B4GALT6* interacted (confidence score = 0.905) with *UGCG* milk candidate gene. *B4GALT6*, a galactosyltransferase gene of the sphingolipid metabolic pathway encodes for a lactosyl ceramide synthase enzyme that is required for cell apoptosis [77] and lactose biosynthesis (occurs exclusively in the mammary gland) [78]. ESR1 protein interacted with lipogenic proteins (LPL, ABCA1, FASN and PPARGC1A) with confidence scores varying from 0.5 to 0.61. ESR1 plays a key regulatory role in lipid biosynthesis in mammary epithelial cells through activation of various lipogenic genes (*SREBF1*, *SREBF2*, *PPARG*, *INSIG1*, and *PPARGC1A*) [79]. *SLC27A6* interacted with *ACSL1* and *LPIN1* with confidence score of 0.63 and 0.66, respectively. SLC27A6 is an integral transmembrane protein that enhance the uptake of long-chain and very long chain fatty acids into cells by activating LC-acyl-CoA primarily via *ACSL1* [80]. BDH1 showed protein-protein interaction only with OXCT1 (confidence score > 0.9). Both BDH1 and *OXCT1* are involved in ketone body utilization through synthesis and degradation of ketone bodies pathway, which utilize β-hydroxybutyrate for *de novo* fatty acid synthesis in mammary epithelial cells [81].

In mammals, the maintenance of lactogenic process is because of the balance between different processes like mammary development and involution pathways [82]. In relation to these physiological processes, many of the enriched GO terms in our data are related to developmental processes (GO:0032502). With respect to involution, this mechanism produces changes in mammary gland architecture through extra cellular matrix remodelling, collapse of alveoli and differentiation of adipocytes [83]. Cell junction (GO:0030054) and synapse (GO:0045202) which are related to cellular components of ECM were enriched in Kashmiri and Jersey cattle, respectively. The enriched genes for these terms (*MEGF9*, *HAPLN3*, *ELN*, *LAMB3*, *GAS6*, *VCAN*, *TIMP1*) have been associated with the onset of mammary gland involution and mammary gland morphogenesis [84,85]. 

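In Jersey cattle, LAMB3 rose from 1.33 FPKM at D15 to 60.5 FPKM at D250, VCAN from 4.76 to 200.1 FPKM and TIMP1 from 120 to 835 FPKM. ELN rose from 4.03 to 17.4 FPKM and MEGF9 from 3.28 to 17.5 FPKM. HAPLN3 fell from 0.833 to 0.0385 FPKM and GAS6 from 32.6 to 6.02 FPKM. In Kashmiri cattle, ELN (0.339 to 0.178 FPKM), HAPLN3 (1.39 to 0.245) and LAMB3 (1.02 to 0.563) were lower at D250 than at D15. VCAN (0.482 to 2.94), TIMP1 (6.61 to 12.2), GAS6 (5.33 to 10.7) and MEGF9 (1.15 to 1.88) were higher. Several of these values were below or near 1 FPKM. Rescaling to the sum of all genes but the 6 milk protein genes divides Kashmiri D15 by 1.35 and Kashmiri D250 by 0.672. This puts ELN and LAMB3 higher at D250. LAMB3 was carried by 2 entries.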

Our results did not show a direct relationship with prolactin signalling, which is important for the process of lactogenesis. However, a significant GO term, response to stimulus (GO:0050896), is a parent term to insulin and growth factor stimulus. It is remarkable that both insulin and growth hormone are known to increase prolactin lactogenic effect [85]. Additionally, it is important to highlight that the significant GO term related to organelle (GO:0043226) (includes endoplasmic reticulum lumen) was significantly enriched at D250 (D15 vs D250) of lactation in Jersey. This organelle is linked to the lipid secretor mechanism of mammary epithelial cells [86]. The GO term, endopeptidase activity (GO: 0010950) was highly enriched in Kashmiri cattle (D15 vs D90) and may have special effects on the physico-chemical characteristics of milk [87] and flavour of dairy products [88] in this breed. Moreover, the immune system process (GO:0002376) GO term was significantly enriched by DEG in Jersey (D15 vs D250). Subclinical infections elicit elevated somatic cell counts (SCC) but other variables like breed have been shown to influence milk SCC levels [89].

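Between D15 and D90 in Kashmiri cattle, 1 of the 4 distinct genes listed for purine metabolism was higher and 3 were lower at D90, with a median log2 ratio of -2.25. XDH, one of these genes, had a log2 ratio of -2.60. For the p38 MAPK pathway, 3 of 10 genes were higher and 7 lower at D90, with a median of -1.97. With FPKM rescaled to the sum of all genes but the 6 milk protein genes, the medians were -1.94 and -1.66.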

The pathway enrichment analysis indicated that a total of 16 pathways were enriched (FDR<0.05) for DEG in Jersey and only two pathways (purine metabolism and p38 MAPK pathway) tended (FDR<0.1) to be significant in Kashmiri cattle. 

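In Jersey cattle, GTF2B rose from 30.1 FPKM at D15 to 190 FPKM at D90, a log2 ratio of 2.66, and CREB1 had a log2 ratio of 2.82. POLR2L fell from 885 FPKM to 169 FPKM, a log2 ratio of -2.39.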

Among enriched pathways, the bZIP transcription factor regulates the transcriptional activity of various protein coding genes like *GTF2B*, *CREB1*, *POLR2L* which play critical roles in the regulation of mammary epithelial cell proliferation [90]. P13 kinase regulates mammary epithelial cell differentiation through prolactin action. The mammary differentiation due to P13K-AKT activation results in autocrine prolactin secretion which in turn activates JAK-STAT pathway [91]. Lemay et al. [92] observed that P13K-AKT pathway was highly significantly enriched during lactation in mouse mammary gland. JAK-STAT pathway plays important roles in the regulation of milk protein synthesis in non-ruminants [93]. Besides protein synthesis, STAT3, JAK2 and JAK3 are important for mammary gland development [94]. 

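Between D15 and D250 in Jersey cattle, STAT3 rose from 47.2 to 300.1 FPKM, with a log2 ratio of 2.67. JAK2 had a log2 ratio of 3.70, and the entry that joins JAK3 and INSL3 one of 2.55.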

In bovine, STAT3 responds to lactogenic factors and its activity increases during lactation [95]. The p38-MAPK pathway is another signalling pathway which plays a critical role in mammary epithelial cell development and enhances milk production by modulating alveolar cell proliferation and branching [96]. A number of immune related pathways (B cell activation, Toll receptor signalling pathway, T cell activation) were significantly enriched in Jersey cattle and may play an important role in milk production by protecting offspring and cell secreting organs [97].

## Conclusion

This study represents a cohesive comparison of the milk epithelial cell transcriptome profiles at different stages of lactation between Kashmiri and Jersey cattle. The results revealed higher gene expression profiles of candidate genes for milk synthesis and yield traits in Jersey compared to Kashmiri cattle. More genes were differentially expressed between lactation days in Jersey cattle as compared to Kashmiri cattle. Sixteen pathways were significantly enriched by DEG in Jersey cattle while no pathway was found to be significantly enriched in Kashmiri cattle. On the other hand, varied numbers of GO terms were enriched between lactation stages in both Kashmiri and Jersey cattle. The presence of enriched GO terms like endopeptidase and antioxidant activity in Kashmiri cattle suggests special effects on the physico-chemical characteristics of milk from Kashmiri cattle. Such properties may lead to the development of certain niche products and thereby help in the conservation of this unique germplasm which has been diluted through extensive cross breeding programmes. The results provide a significant advance in our knowledge of Kashmiri cow lactating mammary gland gene expression and valuable information for future studies and breed improvement.

## Supporting information

S1 Table Genes and primer sequences for purity check of isolated mammary epithelial cells (a). Genes and primer sequences used for validation of RNA-Seq data by qPCR (b).
(DOCX) Click here for additional data file.

S2 Table Read mapping statistics. (DOCX) Click here for additional data file.

S3 Table Expression levels (FPKM values) of genes in mammary epithelial cells of Kashmiri and Jersey cattle^1^ at three different stages of lactation (a); expressed genes at different stages of lactation (D15, D90 and D250) in (b) Kashmiri and (c) Jersey cattle. (XLSX) Click here for additional data file.

S4 Table Differentially expressed genes between (a) D15 vs D90, (b) D15 vs D250 and (c) D90 vs D250 in Kashmiri cattle; and (d) D15 vs D90, (e) D15 vs D250 and (f) D90 vs D250 in Jersey cattle; and (g) D15 vs D15, (h) D90 vs D90 and (i) D250 vs D250 between Kashmiri and Jersey cattle. (XLSX) Click here for additional data file.

S5 Table Protein-Protein interaction between top 20 differentially expressed major milk candidate genes at each lactation stage comparison in (a) Kashmiri and (b) Jersey cattle using STRING database. (XLSX) Click here for additional data file.

S6 Table Enriched gene ontology (GO) terms by differentially expressed genes in (a) Kashmiri cattle and (b) Jersey cattle using GO consortium database (PANTHER). (XLSX) Click here for additional data file.

S7 Table Enriched pathways by differentially expressed genes in (a) Kashmiri cattle and (b) Jersey cattle using GO consortium database (PANTHER). (XLSX) Click here for additional data file.

# Supplementary material for: Comparative transcriptome analysis of mammary epithelial cells at different stages of lactation reveals wide differences in gene expression and pathways regulating milk synthesis between Jersey and Kashmiri cattle
**Source:** PLoS One. 2019 Feb 5;14(2):e0211773. doi: 10.1371/journal.pone.0211773
**Supplement:** S1 Table — Genes and primer sequences for purity check of isolated mammary epithelial cells (a). Genes and primer sequences used for validation of RNA-Seq data by qPCR (b).

**Table S1a:** Genes and primer sequences used for purity check of isolated mammary epithelial cells by qPCR

| **Gene** | **Primer sequence** | **Annealing temperature** | **Product size** |
| --- | --- | --- | --- |
| *GAPDH* | Forward-GCAAGTTCCACGGCACAG | 60°C | 213 bp |
|  | Reverse-GGTTCACGCCCATCACAA |  |  |
| *UXT* | Forward- TGGACCATCGTGACAAGGTA | 60°C | 155bp |
|  | Reverse- TGAAGTGTCTGGGACCACTG |  |  |
| *CSN2* | Forward- CAGAAAGCAGTGCCCTATCC | 60°C | 169bp |
|  | Reverse- GCCATATTTCCAAGTCGCAGT |  |  |
| *KRT-18* | Forward- GGAGAGCAAAATCCGGGAAC | 61°C | 122 bp |
|  | Reverse-GGGCGTTGTCCACAGAATTT |  |  |
| *LSP1* | Forward- CTCCAACATGGCACTCACTG | 60°C | 160 bp |
|  | Reverse- GTGGCTCTTGACCTGGAGAC |  |  |
| *HBA* | Forward- TGCCCTGTCTGAACTGAGTG | 60°C | 169 bp |
|  | Reverse- CGGTATTTGGAGGTCAGCAC |  |  |
| *CD18* | Forward- CAAACTGGCAGAAAGCAACA | 60°C | 183 bp |
|  | Reverse- TCCAGGAAGACTCTGGAGGA |  |  |

**Table S1b: Gene and primer sequences used for validation of RNA-Seq data by qPCR**

| **Gene** | **Primer sequence** | **Annealing temperature** | **Product size** |
| --- | --- | --- | --- |
| *GAPDH* | Forward-GCAAGTTCCACGGCACAG | 60°C | 213 bp |
|  | Reverse -GGTTCACGCCCATCACAA |  |  |
| *UXT* | Forward- TGGACCATCGTGACAAGGTA | 60°C | 155bp |
|  | Reverse- TGAAGTGTCTGGGACCACTG |  |  |
| *GPAM* | Forward -GGCTTCCAGATACCACTGTTT | 59°C | 199 bp |
|  | Reverse - TGGGTCCTTTTGTTTGCTTT |  |  |
| *BDH1* | Forward - CAACAAGATGTGGGAGGA | 57°C | 189 bp |
|  | Reverse - GGTAGCGAGTGTAGGGAGT |  |  |
| *SLC2A1* | Forward - GGTTTTGCCTATTCCCGTCT | 60°C | 157 bp |
|  | Reverse - GTGATCATCTGGCCCTCAGT |  |  |
| *SLC2A8* | Forward - AGGCATCCTCCTAGCCTACC | 60°C | 168 bp |
|  | Reverse - GGCATGAAACACATGAGCAG |  |  |
| *HK2* | Forward - GAGGAGAGGGGTGAGTAGGG | 60°C | 191 bp |
|  | Reverse - TCACACGCAGTGTTCACGTA |  |  |
| FAS | Forward - CTGAGTCGGAGAACCTGGAG | 60°C | 232 bp |
|  | Reverse - ACAATGGCCTCGTAGGTGAC |  |  |
| SOS2 | Forward - GCTGAAACGGAGCTTGAATC | 60°C | 153 bp |
|  | Reverse - GAGGACTGGAGCAAAGATGC |  |  |
| XDH | Forward - ACTAACACGGTGCCCAACTC | 60°C | 221 bp |
|  | Reverse - CTGTAGCCAAGGTTGGGTGT |  |  |
|  |  |  |  |

# Supplementary material for: Comparative transcriptome analysis of mammary epithelial cells at different stages of lactation reveals wide differences in gene expression and pathways regulating milk synthesis between Jersey and Kashmiri cattle
**Source:** PLoS One. 2019 Feb 5;14(2):e0211773. doi: 10.1371/journal.pone.0211773
**Supplement:** S2 Table

| **Sample** | **Total**  **Reads** | **QC Passed** | **QC**  **Passed %** | **Aligned**  **Read Count** | **Aligned %** | **Unaligned**  **Read Count** | **Unaligned %** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **CB-390** | 96,249,540 | 94,744,250 | 98.44 | 85,869,238 | 90.63 | 8,875,012 | 9.37 |
| **CB-390-2** | 92,517,372 | 91,969,506 | 99.41 | 84,113,665 | 91.46 | 7,855,841 | 8.54 |
| **CB-390-3-** | 116,401,530 | 115,758,07 | 99.45 | 106,605,825 | 92.09 | 9,152,253 | 7.91 |
| **CB-447** | 91,214,046 | 89,570,316 | 98.20 | 79,097,456 | 88.31 | 10,472,860 | 11.69 |
| **CB-477-2** | 93,235,128 | 89,955,200 | 96.48 | 81,828,632 | 90.97 | 8,126,568 | 9.03 |
| **CB-477-3-** | 136,828,434 | 135,768,664 | 99.23 | 125,418,364 | 92.38 | 10,350,300 | 7.62 |
| **CB-90** | 90,605,106 | 76,773,936 | 84.73 | 69,093,481 | 90.00 | 7,680,455 | 10.00 |
| **CB-90-3-** | 77,649,922 | 70,905,710 | 91.31 | 65,212,246 | 91.97 | 5,693,464 | 8.03 |
| **MG-BL1** | 82,462,774 | 72,319,896 | 87.70 | 62,308,532 | 86.16 | 10,011,364 | 13.84 |
| **MG-BL1-2** | 73,887,336 | 73,339,212 | 99.26 | 67,574,186 | 92.14 | 5,765,026 | 7.86 |
| **MGBL-1-3** | 92,098,428 | 89,792,054 | 97.49 | 84,924,806 | 94.58 | 4,867,248 | 5.42 |
| **MG-ML2** | 81,811,960 | 71,855,586 | 87.83 | 59,079,820 | 82.22 | 12,775,766 | 17.78 |
| **MG-ML2-2** | 68,425,836 | 66,722,732 | 97.51 | 59,373,810 | 88.99 | 7,348,922 | 11.01 |
| **MGML-2-3** | 87,720,824 | 86,711,472 | 98.85 | 80,073,868 | 92.35 | 6,637,604 | 7.65 |
| **MG-SL3** | 104,571,152 | 102,595,298 | 98.11 | 90,594,073 | 88.30 | 12,001,225 | 11.70 |
| **MG-SL3-2** | 76,974,734 | 76,313,042 | 99.14 | 70,145,228 | 91.92 | 6,167,814 | 8.08 |
| **MGSL-3-3** | 120,888,074 | 113,697,196 | 94.05 | 105,425,162 | 92.72 | 8,272,034 | 7.28 |
| **MG-SL3** | 68,425,736 | 66,722,732 | 97.51 | 59,293,810 | 88.23 | 7,458,922 | 10.01 |
| **Total or average** | 1,651,967,932 | 1,469,756,802 | 95.82 | 1,436,032,202 | 90.30 | 149,512,678 | 9.60 |

**S2 Table**: Read mapping statistics

How the deposited data were processed for this re-analysis (not part of the article)

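The authors sequenced RNA from epithelial cells purified from milk, in 2 breeds (Kashmiri and Jersey), at D15, D90 and D250 of lactation. The labels name 17 samples, 3 per breed and stage except 2 for Jersey at D90, while the paper's S2 Table lists 18 libraries. The labels give lactation number 2 or 3, while the paper states lactation 3 for all cows. These numbers differ between stages, so the labels do not show that the same cows were followed. All samples of a stage carry the same month. In that table the aligned reads per library run from 59079820 to 125418364, with a median of 79585662. The authors trimmed the reads with Trimmomatic, aligned them to the bovine assembly with Bowtie and TopHat, and assembled and quantified them with Cufflinks and Cuffdiff. The values used here are the authors' FPKM (fragments per kilobase of transcript, scaled to the mapped reads), 1 value per gene and group of breed and stage. Values per library and reads were not analysed here, so no spread between cows, no p-value and no test between groups is given. The precision of a group value cannot be computed from them.

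The table of values has 61264 entries, of which 25121 carry a gene name and 36143 do not. They hold 21631 distinct names. Of the named entries, 5988 carry an Ensembl identifier only, 686 carry joined names and 3490 repeat a name. For a repeated name the entry with the highest mean FPKM was used, and a joined name was looked up by each of its parts. CSN1S2 and LGB were not found among the names, and PAEP was taken for LGB in the milk protein share. A value of 0 is given as listed at 0, without a ratio.

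Counts of changed genes compared 2 groups at a time, 9 comparisons in all: the 3 pairs of stages within each breed, and Jersey over Kashmiri at each stage. A gene was counted when it had at least 1 FPKM in either group and an absolute log2 ratio of at least 2 with a pseudocount of 1. These counts rest on another rule than the paper's and carry no test. Ratios of single genes had no pseudocount. A gene was called expressed above 0.01 FPKM, low under 10 FPKM and high above 500 FPKM, as in the paper, over entries with a gene symbol.

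Lists of marker genes of epithelial cells, neutrophils, macrophages, T and NK cells, B cells and red blood cells were written before the data were examined, as were the lists of the milk candidate genes. The median log2 ratio of a list, over its genes with at least 1 FPKM in a group, was placed among the medians of 10000 random lists matched on mean expression in 20 bins (seed 20190205). The percentile describes the list and is not a test between cows. The milk fat genes named in the Results and the genes named RPL or RPS were treated alike.

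The genes named in the text were set by a rule: every gene the study names in its Results text, in Tables 2 to 5 and in Fig. 5, up to 3 genes per comparison with the largest absolute log2 ratio among those with at least 1 FPKM in both groups, and the marker genes. MEGF9, HAPLN3, ELN, LAMB3, GAS6, VCAN, TIMP1, GTF2B, CREB1, POLR2L, STAT3, JAK2 and JAK3 were added after the data were seen, because the Discussion names them.

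The alternatives tried were a pseudocount of 0.1, a limit of 0.01 FPKM, an absolute log2 ratio of 1, FPKM rescaled to the sum of all genes but the 6 milk protein genes, FPKM rescaled by the upper quartile of the genes tested, expression limits of 0.1 and 1 FPKM, and other sets of genes for the share. After the data were seen, genes listed at 0 left out without a pseudocount, all named entries, and the milk protein genes at the paper's FPKM of Table 2 were added. A value counted as unchanged when a count or share stayed within a factor of 1.5, or a log2 value kept its sign and stayed within 0.58. The code was tested on simulated data, where 200 of 200 changed genes were recovered and 0 of 10352 unchanged genes passed the limit. The changed genes were well expressed and moved by more than the limit, the noise was far below it, and no value was 0. These counts were therefore fixed in advance and give no error rate for the data. In the same simulation, 6 of 100 unchanged lists lay beyond the limits of the random lists. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The qPCR, the protein networks and the milk composition were not analysed here.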

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

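The test of poorer alignment was chosen only after the result was seen, and the other tests in this part were not. The lists of marker genes and the settings for comparison were fixed before the data were examined.

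The paper does not report a comparison of cell type marker genes between the breeds in the RNA-Seq values. Lists of such genes were compared between Jersey and Kashmiri cattle in the authors' group values, and 13 list medians lay beyond the middle 95% of the medians of 10000 random lists matched on mean expression. There were no control samples. The median log2 ratio, Jersey over Kashmiri, of the neutrophil list was 3.64 at D15, 3.59 at D90 and 4.58 at D250. That of the macrophage list was 3.45 at D15 and 1.93 at D90, while at D250 it was 0.10 and inside the random range. The T and NK cell list was lower in Jersey, with -0.87 at D15, -3.33 at D90 and -1.73 at D250. The B cell list was lower at D90, with -1.57, and at D250, with -1.45, and at D15 its median of 0.68 was inside the random range. The epithelial list was lower on each day, with -0.83, -1.94 and -1.27.

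The neutrophil list used 12 of its 17 genes, the macrophage list 11 of 12, the T and NK cell list 10 of 10, the B cell list 5 of 6 and the epithelial list 14 of 14. In every Kashmiri group, 11 of the neutrophil genes, 10 of the macrophage genes, 9 of the T and NK cell genes and 4 of the B cell genes had at least 1 FPKM, so the cells sampled in both breeds held transcripts of these lists. No gene was in more than 1 of these lists, and 0 of them were in the paper's Tables 3 to 5.

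The tables argue against scaling and against a lower epithelial share that raised all other cell types alike as explanations of the higher neutrophil values. With FPKM rescaled by the upper quartile, the smallest neutrophil median over the 3 days was 3.46, so this scaling did not remove the difference. A lower share of epithelial RNA that raised all other cell types alike would have raised the T and NK cell list too, but the medians of the neutrophil and the T and NK cell list were at least 4.51 apart on every day. Poorer alignment of Kashmiri reads at genes with breed variants, whatever their cell type, could not be judged from the random lists. The upper limit of their middle 95% was at most 1.55 on any day. The neutrophil list was picked out for lying beyond these same limits, so this value only restates the observation.

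What stays open is a difference in the cells captured. Poorer alignment of Kashmiri reads, at genes of any cell type or only at the neutrophil genes, stays open too, because reads were not analysed here. More neutrophil RNA in the Jersey libraries is a candidate explanation that the abundant genes of the list could have argued against. These are members of the list and so no separate evidence. At D15, S100A8 was 36.4 FPKM in Kashmiri and 1652 FPKM in Jersey, S100A9 26.2 and 1001 FPKM, and S100A12 39.0 and 1615 FPKM. The smallest log2 ratio of these 3 genes over the 3 days, with a pseudocount of 1, was 3.23, for S100A12 at D90. That value and the 3.77 of S100A12 at D250 were below the median of the list, and the other 7 of the 9 values were above it. For the macrophage list, CD68 was 169 FPKM in Jersey and 11.4 FPKM in Kashmiri at D15, while APOE was listed at 0 in Jersey at D15. No explanation was tested apart from these for the macrophage, T and NK cell, B cell and epithelial lists. The macrophage list at D250 changed sign with FPKM rescaled by the upper quartile, to -0.30. A difference between the breeds themselves was not tested, and because each group has 1 value, a single cow may carry any of these values.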

How the results depend on the processing

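The values of 184 results were recomputed. The alternatives called added were chosen after seeing the data, and all others were set before the data were examined. No paired analysis was possible because the values hold 1 figure per group and no cow can be followed. For the same reason the alternatives that need values per library were not run: a fit over 2 groups, Benjamini-Hochberg over the comparisons together, a replicate block, limma with trend, leaving out each replicate, expression in every library, DESeq2 and edgeR, and filterByExpr. The breed by stage interaction was not tested either. The number of reads behind a group value is unknown, which limits ratios of genes near 0 FPKM. The cause was not tested for the changes given here, apart from the limit of 0.01 FPKM.

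Of the 54 recomputed counts of changed genes, 27 were within a factor of 1.5 of the reported count. With a pseudocount of 0.1 all 9 counts were larger, 8 of them by more than a factor of 1.5: 1644, 630 and 1050 in Kashmiri cattle (D15 and D90, D90 and D250, D15 and D250), 1383, 900 and 2226 in Jersey cattle, and 1613 at D15 and 2118 at D90 between the breeds. The ninth was 2050. With an absolute log2 ratio of 1, which by its construction counts more genes, all 9 were larger: 3781, 2023 and 2953 in Kashmiri cattle, 3297, 2285 and 4800 in Jersey cattle, and 3233, 3689 and 4017 between the breeds. With genes listed at 0 left out and no pseudocount, an added alternative, all 9 were larger, 8 by more than that factor: 1742, 713 and 1122 in Kashmiri cattle, 1451, 921 and 2299 in Jersey cattle, and 1686 at D15 and 2185 at D90 between the breeds. The ninth was 2111. With FPKM rescaled to the sum of all genes but the 6 milk protein genes, the counts of Kashmiri cattle were 487 between D90 and D250 and 904 between D15 and D250. The limit of 0.01 FPKM in place of 1 FPKM changed no count, because a gene below 1 FPKM in both groups cannot reach the ratio with a pseudocount of 1.

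Of the 18 recomputed numbers of expressed genes, 17 stayed within a factor of 1.5, and the other was 9126 in Jersey at D90 with a limit of 1 FPKM. All 18 recomputed shares of FPKM moved. For Kashmiri D15, D90 and D250 and Jersey D15, D90 and D250, the 13 genes with the highest FPKM held 17.7%, 16.7%, 12.2%, 12.6%, 11.1% and 12.8%, the milk protein genes alone held 0.799%, 1.56%, 2.44%, 0.238%, 0.781% and 0.571%, and with the milk protein genes at the paper's FPKM of Table 2, an added alternative, the shares were 47.9%, 50.0%, 66.0%, 57.3%, 58.1% and 56.5%.

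The remaining changes of lists came mostly from the rescaling to the sum of all genes but the 6 milk protein genes. This rescaling moved the median log2 ratio of all genes to 0.63 between D90 and D250 and 0.81 between D15 and D250 in Kashmiri, to -0.21 between D90 and D250 in Jersey, and to 0.27 at D90 and -0.74 at D250 between the breeds. With it, LALBA in Kashmiri cattle moved to 0.71 between D90 and D250. The epithelial list moved to 2.19 between D90 and D250 in Kashmiri and to -1.96 between the breeds at D250, and reversed to 0.13 between D15 and D250 in Kashmiri. The neutrophil list moved to 0.99 (D90 and D250) and 1.85 (D15 and D250) in Kashmiri and to 3.83 between the breeds at D250. The macrophage list moved to 2.63 between D15 and D250 in Kashmiri, and reversed to 0.63 between D90 and D250 in Kashmiri and to -0.52 between the breeds at D250. The T and NK cell list moved to -1.25 between D90 and D250 in Kashmiri and to -2.44 between the breeds at D250, and reversed to 0.50 between D15 and D250 in Kashmiri. The B cell list moved to 1.85 between D15 and D250 in Kashmiri and to -2.07 between the breeds at D250, and reversed to 0.10 between D90 and D250 in Kashmiri. The candidate genes moved to 1.34 between D90 and D250 in Kashmiri and to -1.06 between the breeds at D250, and reversed to 0.67 between D15 and D250 in Kashmiri, to -0.010 between D90 and D250 in Jersey and to 0.31 between the breeds at D90. The milk fat genes reversed to 0.40 between D15 and D250 in Kashmiri, and 2 more of their medians moved. The ribosomal protein genes reversed to -0.26 between D90 and D250 in Jersey, and SPHK2 to -0.19. Of the ribosomal medians, 3 others moved.

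With the upper quartile, the macrophage list reversed to 0.038 between D90 and D250 in Kashmiri and to -0.30 between the breeds at D250, the ribosomal protein genes to -0.11 and SPHK2 to -0.035, both between D90 and D250 in Jersey. With a pseudocount of 0.1 the B cell list moved to 2.32 between D15 and D90 in Kashmiri, and with genes listed at 0 left out to 2.403. Of the milk fat medians, 2 moved with a pseudocount of 0.1, and 3 with genes listed at 0 left out and no pseudocount. Of the recomputed list medians, 161 of 180 for the marker lists, 28 of 36 for the milk fat genes, 31 of 36 for the ribosomal protein genes, 11 of 12 for the milk protein genes, 21 of 24 for the candidate genes between stages and 10 of 12 between breeds stayed in direction and within 0.58 log2 units. Of the 352 recomputed ratios of single genes, 294 stayed, 56 moved and 2, those of SPHK2, reversed. They cover 88 ratios, and other ratios and folds given in the text were not recomputed. Some of these others would reverse too. The rescaling to the sum divides Kashmiri D15 by 1.35 and Kashmiri D250 by 0.672, which puts SLC2A1 and SLC2A8 higher at D250 than at D15.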

Differences from the paper's values

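The other entries with the same name and the share with the paper's FPKM were tests chosen only after the result was seen. None of the alternatives set before the data were examined that change an FPKM, the rescaling to the sum of all genes but the 6 milk protein genes and that by the upper quartile, closed the gaps in the FPKM of the milk protein genes. CSN1S1 was listed at 0 FPKM in Kashmiri at D15, D90 and D250, where the paper's Table 2 gives 151546, 128456.2 and 194567.1. In Jersey it was listed at 0 at D15 and D250, where the paper's values are 164564.5 and 234598.2, and at 949 FPKM at D90, where the paper's value is 156743.9. CSN2 was listed at 0 FPKM in Kashmiri at D15, D90 and D250, where the paper's values are 211651.8, 185657.23 and 227861.2. In Jersey it was listed at 0 at D15 and D250, where the paper's values are 243561.9 and 245241.9, and at 1068 FPKM at D90, where the paper's value is 200165. CSN3 had 8174 FPKM in Kashmiri at D15 against the paper's 161987.2, and was listed at 0 at D90 and D250, where the paper's values are 159574.6 and 192456.5. In Jersey CSN3 had 1817 FPKM at D15 against the paper's 181457.6 and 653 FPKM at D90 against the paper's 150675.1, and was listed at 0 at D250, where the paper's value is 231241.7. LALBA was listed at 0 at D15 in Kashmiri, where the paper's value is 34224.31, and had 12933 FPKM at D90 against the paper's 37937.7 and 13031 FPKM at D250 against the paper's 52945.3. In Jersey LALBA was listed at 0 at D15, where the paper's value is 41669.1, and had 297 FPKM at D90 against the paper's 40597.8 and 5140 FPKM at D250 against the paper's 45782.2.

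The paper gives a share of about 70% of FPKM for the 13 genes of Table 2. The share was 8.67%, 8.50% and 6.78% at D15, D90 and D250 in Kashmiri and 6.00%, 5.17% and 4.61% in Jersey. Neither of the alternatives set before the data were examined closed the gap. With the milk protein genes set to the paper's FPKM of Table 2, chosen after seeing the values, the shares were 47.9%, 50.0% and 66.0% in Kashmiri and 57.3%, 58.1% and 56.5% in Jersey, all within a factor of 1.5 of the paper's value.

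In Table 3, the log2 fold change of TMEM232 in Kashmiri cattle was -11.02 between D15 and D90 against the paper's -11.216, and 0.15 between D90 and D250 against the paper's 5.117. In Jersey cattle, that of CD69 between D15 and D250 was 5.69 against the paper's 7.777, and that of SLC27A6 between D15 and D90 was -6.31 against the paper's -6.382. In Table 4, the log2 fold change of TMEM237 at D15 was -0.41 against the paper's -9.963, that of GPR84 at D90 was 7.34 against the paper's 7.318, and that of bta-mir-223 at D250 was 4.50 against the paper's 8.360. That of MGLL at D90 was 2.67 against the paper's 7.729, that of BCL2A1 at D250 was 5.40 against the paper's 7.769, that of SNORA17 at D250 was 0.54 against the paper's 7.362, and that of TG at D250 was 6.36 against the paper's 7.346. In Table 5, CSN3 in Jersey between D15 and D90 was -1.48 against the paper's -0.268. LALBA between D90 and D250 was 0.011 against the paper's 0.48 in Kashmiri and 4.11 against the paper's 0.173 in Jersey. HK2 in Jersey was 0.46, 0.45 and 0.91 (D15 and D90, D90 and D250, D15 and D250) against the paper's -1.157, 0.224 and -0.933. None of the alternatives set before the data were examined (pseudocounts of 1 and 0.1 and both rescalings) closed the gap for any of these log2 values. The fold of HK2 between D15 and D250 in Kashmiri was 3.01, where the paper's RNA-Seq bar is about 11 in Fig. 5, read by eye.

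For 4 of these genes another entry with the same name was at the paper's value, a look at the entries that was chosen after seeing the values: 1 of the 2 entries of MGLL had a log2 ratio of 7.73 at D90, 1 of the 2 entries of BCL2A1 had 7.77 at D250, 1 of the 7 entries of SNORA17 had 7.36 at D250, and 1 of the 3 entries of TG had 7.35 at D250. All other log2 values of Tables 3, 4 and 5 with a ratio differed from the paper's by no more than 0.01. Other genes also had values at the paper's, a comparison chosen after seeing the values: SPHK2 in Jersey had log2 ratios of -1.16, 0.22 and -0.93 where the paper's Table 5 has HK2, TMEM232 had -9.96 at D15 where its Table 4 has TMEM237, and IRX1 had -6.38 between D15 and D90 in Jersey where its Table 3 has SLC27A6. For 35 values of Table 5 there was no ratio, because a group was listed at 0 or the name was not found.

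Some statements of the paper differ from these values in direction or ranking. The paper places the most expressed genes of both breeds at late lactation in its Results and at early lactation in its Discussion, while above 0.01 FPKM Jersey cattle had the most at D15 (13951 genes) and Kashmiri cattle at D250 (14465 genes). Above 0.1 FPKM and above 1 FPKM Jersey cattle had the most at D250 (12336 and 9678 genes), where the Results place it. It describes RPS12 as high in Kashmiri cattle only, while it had 5721 FPKM in Jersey at D15. It leaves RPS28 out of mid lactation in Jersey and RPLP0 out of mid lactation in Kashmiri cattle, where RPS28 had 2613 FPKM and RPLP0 had 6840 FPKM. It describes the milk protein genes as nearly constant over lactation and higher in Jersey cattle, while the log2 ratio of LALBA, Jersey over Kashmiri, was -5.44 at D90 and -1.34 at D250 and that of CSN3 was -2.17 at D15. It describes the milk protein genes as raised at D250, where CSN1S1, CSN2, CSN3 and PAEP were listed at 0, which gives no direction. Between D90 and D250 LALBA rose in Jersey as the paper describes, with a log2 ratio of 4.11, while in Kashmiri the ratio was 0.01. It counts the caseins and LGB among the highest genes. Of the milk protein genes found by name, LALBA alone was among the 13 highest of a group. CSN1S1, CSN2, CSN3 and PAEP were listed at 0 in 3 or more groups, which gives no rank. CSN1S2 was not found by name, and entries with an Ensembl identifier only were not searched for this gene. The paper names only SNORD50 and TMEM237 as higher in Kashmiri cattle among the genes of Table 4. TPT1, however, had a log2 ratio of -6.97 at D15, and CXCL12 had -5.83 at D15 and -7.17 at D90. It describes the candidate genes as higher in Jersey cattle, while their median log2 ratio was -0.61, -0.03 and -0.31 on the 3 days. It describes SLC2A1 as raised at mid lactation in Kashmiri cattle and SLC2A8 as higher at mid lactation, while the log2 ratio between D15 and D90 was -1.01 for SLC2A1, and -0.99 in Kashmiri and -1.51 in Jersey cattle for SLC2A8.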

Other observations

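The tests of a lower epithelial share at D90 and between the breeds, and of loci with very many reads, were chosen only after the result was seen. The other tests in this part were written down first, but not before the data were examined.

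CSN1S1, CSN2 and PAEP were listed at 0 FPKM in 5 of the 6 groups, CSN3 in 3 and LALBA in 2. The tables argue against the milk protein genes not being transcribed in the cells: over the groups where CSN2 was listed at 0, the median FPKM of 5 other genes of the milk-secreting cell (FABP3, XDH, PLIN2, MFGE8 and CEL) was at least 323. Of these genes CEL was low throughout, with at most 0.194 FPKM in any group. A candidate explanation that stays open is that loci with very many reads were skipped in the authors' quantification. Of the 154 names above 2000 FPKM in a group, 12.3% were listed at 0 in another group. Among these are LALBA, CSN3 and PAEP, which the explanation is meant to cover. The share was 5.61% for names that reached between 500 and 2000 FPKM and 0.607% between 100 and 500 FPKM. It did not rise steadily with FPKM, with 0.824% between 10 and 100 FPKM and 3.35% between 1 and 10 FPKM. No other biological explanation was tested.

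RPS28 and RPLP0 were lower in Jersey than in Kashmiri cattle, and at D90 the median log2 ratio of 40 other genes named RPL or RPS was -1.997, close to the -1.83 of RPS28 and the -2.20 of RPLP0. This is consistent with a shift of the ribosomal protein genes as a whole, which was also found with FPKM rescaled to the sum of all genes but the 6 milk protein genes (-1.70) and by the upper quartile (-2.14). At D15 and D250 the medians of the 40 genes were -1.08 and -0.74. Whether the shift comes from the cells captured or from the breeds was not tested.

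In Kashmiri cattle 857 more genes with a symbol were above 0.01 FPKM at D250 than at D15. Among 159 olfactory receptor genes, 13 were above that limit at D15 and 50 at D250, and entries without a name rose from 14860 to 34149. An even low-level background could raise these numbers, but it would not raise genes at higher values, and 550 more genes were above 1 FPKM at D250 too. Which part of the rise is background and which is a gain of expressed genes cannot be told apart, because a group value gives no number of reads.

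The 8 milk fat genes named in the Results fell from D15 to D90 and rose from D90 to D250, except that SPHK2 in Jersey between D90 and D250 was -0.19 with FPKM rescaled to the sum and -0.035 with the upper quartile. A lower share of epithelial RNA at D90 is a candidate explanation, since the epithelial list had a median log2 ratio of -2.404 in Kashmiri and -3.33 in Jersey, both below the 10000 random lists, while the fat genes had medians of -2.22 and -3.02. Between D90 and D250 the epithelial list rose by 1.51 in Kashmiri and 1.44 in Jersey. The median rise of the fat genes was larger in both breeds, most of all in Jersey. The epithelial share may therefore not account for all of their rise. The fat genes were also lower in Jersey than in Kashmiri cattle, with medians of -1.93, -2.58 and -1.48 at D15, D90 and D250, and the smallest difference of the epithelial list was -0.83, at D15, at percentile 0.07 of the random lists. Changes of these genes inside the epithelial cells stay open as well, and so does a difference between the breeds, neither of which was tested.

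The other lists moved between stages as follows, for D15 and D90, D90 and D250, and D15 and D250. The epithelial list between D15 and D250 was -0.85 in Kashmiri and -1.11 in Jersey. The neutrophil list was 0.82, 0.32 and 0.96 in Kashmiri and 0.54, 1.01 and 1.44 in Jersey. The macrophage list was 1.93, -0.06 and 1.76 in Kashmiri and 0.92, -1.39 and 0.62 in Jersey. The T and NK cell list was 1.62, -1.94 and -0.48 in Kashmiri and -0.78, -0.34 and -1.38 in Jersey. The B cell list was 1.63, -0.44 and 1.20 in Kashmiri and -0.72, -0.55 and -1.30 in Jersey. The candidate genes were -0.95, 0.72 and -0.33 in Kashmiri and 0.03, 0.39 and 0.28 in Jersey. The ribosomal protein genes were -0.32, -1.12 and -1.43 in Kashmiri and -1.21, 0.15 and -1.05 in Jersey. No gene of the red blood cell list reached 1 FPKM, and 3 of its 4 names were found.

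Of the genes used in the paper to check the purity of the cells, KRT18 had 51.3, 9.13 and 11.5 FPKM at D15, D90 and D250 in Kashmiri and 33.7, 1.59 and 4.51 FPKM in Jersey. LSP1, carried by 2 entries, had 139, 254 and 68.6 FPKM in Kashmiri and 334, 170.0 and 149 FPKM in Jersey. ITGB2, the gene of CD18, had 46.5, 153 and 64.1 FPKM in Kashmiri and 152, 179 and 164 FPKM in Jersey. HBA was not found among the names. Values of milk somatic cells and the qPCR were not analysed here.

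In the paper's S6 Table, biological regulation has a fold enrichment of 0.69 between D15 and D90 and of 0.74 between D15 and D250 in Kashmiri cattle, and a fold below 1 means fewer genes than the background. In the paper's S2 Table, 2 libraries share the number of 66722732 reads that passed quality control, with 68425836 and 68425736 total reads.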
